# Mutual reinforcement of pathophysiological host‐microbe interactions in intestinal stasis models

**DOI:** 10.14814/phy2.13182

**Published:** 2017-03-21

**Authors:** Ketrija Touw, Daina L. Ringus, Nathaniel Hubert, Yunwei Wang, Vanessa A. Leone, Anuradha Nadimpalli, Betty R. Theriault, Yong E. Huang, Johnathan D. Tune, Paul B. Herring, Gianrico Farrugia, Purna C. Kashyap, Dionysios A. Antonopoulos, Eugene B. Chang

**Keywords:** Gastrointestinal motility, gut microbiome, host‐microbe interactions, irritable bowel syndrome

## Abstract

Chronic diseases arise when there is mutual reinforcement of pathophysiological processes that cause an aberrant steady state. Such a sequence of events may underlie chronic constipation, which has been associated with dysbiosis of the gut. In this study we hypothesized that assemblage of microbial communities, directed by slow gastrointestinal transit, affects host function in a way that reinforces constipation and further maintains selection on microbial communities. In our study, we used two models – an opioid‐induced constipation model in mice, and a humanized mouse model where germ‐free mice were colonized with stool from a patient with constipation‐predominant irritable bowel syndrome (IBS‐C) in humans. We examined the impact of pharmacologically (loperamide)‐induced constipation (PIC) and IBS‐C on the structural and functional profile of the gut microbiota. Germ‐free (GF) mice were colonized with microbiota from PIC donor mice and IBS‐C patients to determine how the microbiota affects the host. PIC and IBS‐C promoted changes in the gut microbiota, characterized by increased relative abundance of *Bacteroides ovatus* and *Parabacteroides distasonis* in both models. PIC mice exhibited decreased luminal concentrations of butyrate in the cecum and altered metabolic profiles of the gut microbiota. Colonization of GF mice with PIC‐associated mice cecal or human IBS‐C fecal microbiota significantly increased GI transit time when compared to control microbiota recipients. IBS‐C‐associated gut microbiota also impacted colonic contractile properties. Our findings support the concept that constipation is characterized by disease‐associated steady states caused by reinforcement of pathophysiological factors in host‐microbe interactions.

## Introduction

Chronic diseases are often established through self‐reinforcing pathophysiological events that are difficult to interrupt. For example, nearly 25% of the US population is affected by disorders of gastrointestinal (GI) motility. Constipation remains one of the most common symptoms caused by GI dysmotility, where 12–19% of the US population is affected (Higgins and Johanson 2004). Constipation is often chronic in nature, and the causes leading to this condition remains unclear. Recent studies suggest a role for gut microbiota in constipation associated with IBS (Chey et al. 2015). A few studies have identified specific microbial species that have been associated with IBS‐C (Malinen et al. 2005; Maukonen et al. 2006; Lyra et al. 2009; Parkes et al. 2012). Another study identified microbiota associated with a distinct subset of IBS patients that did not correspond to IBS subtypes defined by the Rome II criteria (Jeffery et al. 2012).

Dysbiosis in IBS‐C has also been associated with alterations in microbial metabolite production. For example, methane excretion has been reported to be significantly higher from the gut microbiota of patients with constipation‐predominant IBS compared to nonconstipated subjects while other studies have been unable to confirm these associations (Higgins and Johanson 2004; Suply et al. 2012; Vega et al. 2015). Other studies have shown that fecal microbiota from constipated patients produce increased sulfides and hydrogen, but less butyrate compared to healthy subjects (Chassard et al. 2012). Soluble fiber consumption is associated with a significant improvement of constipation, an effect attributed to increased fermentation and production of short‐chain fatty acids (SCFA) (Quigley 2011).

There is emerging evidence suggesting that disruption of the bidirectional interplay between GI motility and the gut microbiota contributes to the development of GI diseases (Barbara et al. 2005). For example, dietary intake impacts GI transit time, but can also affect gut microbial community structure and function. Slow transit time and constipation induced by pharmacological agents, such as loperamide, can lead to alterations in gut microbial communities (Kashyap et al. 2013). On the other hand, the direct effect of specific bacterial strains has also been shown to accelerate or reduce the activity of the host migrating myoelectric complex (MMC) (Husebye et al. 2001).

In these studies, we propose that the gut microbiota contributes to the development of constipation, which feeds forward to promote physiological changes and reinforces conditions that maintain gut dysbiosis – creating a chronic state that is difficult to interrupt. In our study, two models of constipation were used where germ‐free mice were colonized with either stool from specific pathogen‐free (SPF) mice with pharmacologically‐induced constipation (PIC) or from fecal microbiota from a patient with IBS‐C. Because the type of diet can cause initial variability in GI transit time, both of the groups transplantated with either PIC or IBS‐C microbiota were fed identical diets.

## Materials and Methods

### Animals

C57Bl/6 female and male SPF mice were bred and housed in the animal care facility at the University of Chicago. Mice of 8–10 weeks of age were treated with 0.1% loperamide in their drinking water for 7 days. For microbiota transfer experiments, 8‐ to 10–week‐old germ‐free mice were gavaged with 1.5 mL cecal homogenate from loperamide‐treated and nontreated donors, and fecal homogenate from IBS‐C patients and control samples. Intestinal colonization lasted for 3–4 weeks until mice were sacrificed. All protocols were approved by institutional IACUC.

### Human subjects

All human studies were approved by the institutional review board. A stool sample was collected from a patient with IBS‐C with delayed colonic transit as well as an age‐ and sex‐matched healthy control subject with normal transit time and stored frozen in −80°C freezer until the study. The patient with IBS‐C met Rome III criteria for constipation predominant IBS. The patient completed a 7‐day bowel diary and reported two to three bowel movements per week, which were all identified as Type 1 at the Bristol stool scale.

### Colonization experiments

Eight to 10‐week‐old germ‐free mice were gavaged with 1.5 *μ*L cecal homogenate from loperamide‐treated and nontreated donors, and fecal homogenate from IBS‐C patient and control subjects. Intestinal colonization lasted for 3–4 weeks until mice were sacrificed.

### Treatment and GI transit time measurements

Total GI transit time was determined as previously described (Nagakura et al. 1996). Briefly, mice were gavaged with a solution of 0.5% activated charcoal suspended in 1% methylcellulose (Sigma‐Aldrich). Total transit time was determined as the time interval between gavage of the dye and the first appearance of charcoal in fecal pellets.

### Bacterial DNA extraction

Mouse cecal samples were collected and homogenized in 1 mL extraction buffer (50 mmol/L Tris [pH 7.4], 100 mmol/L EDTA [pH 8.0], 400 mmol/L NaCl, 0.5% sodium dodecyl sulfate [SDS]), and 20 *μ*L proteinase K (20 mg/mL) containing 500 *μ*L of 0.1‐mm‐diameter zirconia/silica beads (BioSpec Products, Bartlesville, OK). Samples were placed in a Mini‐Beadbeater‐8 cell disrupter (BioSpec Products) for 5 min to lyse bacterial cells and incubated overnight at 55°C. Bacterial DNA extraction was performed with phenol/chloroform/isoamyl alcohol, and precipitation with ethanol. Isolated DNA was dissolved in nuclease‐free water.

### 16S rRNA‐based Illumina assay and data analysis

To assess bacterial community structure, primers specific for 16S rRNA V4‐V5 region (Forward: 338F: 5f‐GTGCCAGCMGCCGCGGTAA‐3G and Reverse: 806R: 5a‐ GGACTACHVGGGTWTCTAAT‐3 ) that contained Illumina 3 adapter sequences as well as a 12‐bp barcode were used. Sequences were generated by an Illumina MiSeq DNA platform at Argonne National Laboratory and analyzed with QIIME software (Caporaso et al. 2010). OTUs were picked at 97% sequence identity using cdhit and a representative sequence was then chosen for each OTU by selecting the most abundant sequence in that OTU. Sequences were aligned using PyNAST and taxonomy was assigned using the RDP Classifier. The PyNAST‐aligned sequences were also used to build a phylogenetic tree with FastTree and unweighted UniFrac distances then computed between all samples for additional ecological analyses.

### In vitro contractility measurements

Dissected proximal colons, totaling four per mouse, were cut into 0.5‐cm‐long circular rings. Colonic rings were attached to isometric force transducers and equilibrated for 1 h in a Krebs buffer‐containing organ bath (Kent Scientific). Rings were set at an optimal resting tension of 1.5 g, and then contracted with carbachol at concentrations of 5 × 10^−7^, 5 × 10^−6^, and 5 × 10^−5^ mol/L, or KCl at concentrations of 40 and 60 mmol/L. After each contraction, rings were washed and left to rest for 15–20 min before the next contraction was initiated.

### SCFA analysis

Short‐chain fatty acids (SCFAs), including acetate, propionate, and butyrate, were analyzed using Varian Saturn 2000 GC‐MS‐MS. SCFAs were extracted in diethyl ether but with slight modifications (Renom et al. 2001). Briefly, fresh fecal and cecal contents were collected and weighed in 1.5 mL Eppendorf tubes. Samples were thoroughly homogenized in 600 *μ*L of nuclease‐free water using a sterile pipette tip and centrifuged at 13,000 *g* for 10 min at room temperature. The supernatant (500 *μ*L) was transferred to a fresh Eppendorf and acidified with 100 *μ*L of 50% H_2_SO_4_. After acidification, 5 *μ*L of 3 mmol/L isobutyric acid was added as an internal standard. SCFAs were extracted by adding 500 *μ*L of diethyl ether, vortexing for 30 sec, and quickly centrifuging at 5000 *g*. The upper ether layer (500 *μ*L) was transferred to a fresh Eppendorf tube and the extraction was repeated twice. 1 mL of the extract was transferred to a glass vial and derivatized with 250 *μ*L of MTBS‐TFA. Samples were run on GC‐MS‐MS within 24 h.

### Biolog functional assays

Biolog GenIII is a set of colorimetric assays arrayed across a 96‐well plate, including 72 carbon substrates, such as sugars, carboxylic acids or amino acids, and 24 environmental sensitivity assays, such as various pH, salinity, and antibiotic treatments. Wells containing communities that perform better on particular assays undergo greater color change. Patterns of color change can be used to compare collective metabolic potential or stress tolerance across experimental communities, providing a robust measure of microbiome function as a multivariate emergent property. Equal amounts of cecal contents were homogenized in a microcentrifuge tube containing 1 mL of Biolog Inoculating Fluid‐A (IF‐A). Particulates were pelleted by spinning tubes for ~5 sec in a mini‐centrifuge, and 100 *μ*L supernatant were transferred to a tube containing 10 mL IF‐A. The inoculum was vortexed, transferred to a multi‐channel pipette reservoir, and added at 100 *μ*L per well. Plates were incubated for 24 h, and absorbance at 590 nm was evaluated photometrically to measure tetrazolium violet dye reduction, a proxy for per well microbial metabolic activity. Using the multivariate statistical package PC‐ORD to analyze absorbance values, two‐way cluster dendrograms were generated illustrating the relationship between samples. Indicator analysis was performed to identify which substrates significantly differed between treatments, driving the divergent relationship in functional signatures. Principle Coordinate Analysis (PCoA) of Biolog data was performed in QIIME using the Bray–Curtis similarity index.

### Statistical analysis

Microbial community *β*‐diversity was analyzed by Anosim test and ANOVA test. Biolog data was analyzed by the MRPP test. The remaining data were analyzed by Student's *t*‐test with *P* < 0.05 was considered statistically significant.

## Results

### SPF mice have significantly shorter GI transit time when compared to GF mice, and show lower sensitivity to carbachol and KCL

To evaluate the effect of the gut microbiota on GI transit time, we compared transit time in mice lacking any gut microbiome – germ free (GF) mice, to those with a normal gut microbiome – SPF mice. Whole gut transit times (Fig. 1A) in GF mice were significantly longer than in SPF mice, as measured by the appearance of charcoal in stool following gavage (136 min vs. 340 min, *n *=* *3–5, ****P <* *0.0001), indicating delayed whole gut motility in the GF mice.

**Figure 1:**
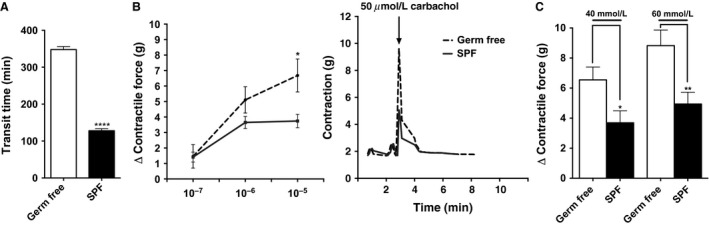
GF mice have increased GI transit time and altered contractility when compared to SPF mice. (A) Whole gut transit time of the GF and SPF mice. (B) *Left:* quantification of changes (Δ) in peak force produced by colonic rings from SPF and GF mice in response to different amounts of carbachol. *Right:* representative tension recordings from colon rings contracted by 50 *μ*mol/L carbachol stimulation. (C) quantification of changes (Δ) in peak force produced by colonic rings from GF and SPF mice in response to KCl. In (A) *n *=* *3 per group presented as mean ± SEM, **** *P *<* *0.0001. In (B) and (C) data shown represents the relative force of the rings from proximal parts of the colon. Each bar represents the mean ± SEM 4 different mice 4 rings, *n *=* *16 *P <* *0.05, **P <* *0.01. GF, Germ‐free; SPF, specific pathogen‐free.

To better understand the role of gut microbes in maintaining normal GI motility, we measured the contractile responses of colonic rings from GF and SPF mice to various contractile agonists (carbachol and KCl) ex vivo. 

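Transcripts were also measured in the smooth muscle of the proximal colon of GF and SPF mice, in an experiment that the paper's text does not describe. RNA from C57Bl/6 mice, 4 GF and 4 SPF, was hybridized to Illumina mouse BeadChips, arrays on which each of 25697 probes is carried by many beads and read as their mean fluorescence. The labels number the replicates of each group, 1 to 4 in GF mice and 1, 2, 13 and 4 in SPF mice. They do not state whether each array holds RNA of a different animal, and p-values measure the spread between these arrays, which may be technical in part. SPF replicate 4 had a log2 value of 6.64 for Xist, a transcript of the inactive X chromosome, and the other SPF arrays had values under 5, so that the SPF arrays hold RNA of more than 1 animal. All GF arrays had values under 5 as well, so that sex was not balanced between GF and SPF arrays. A probe's value rested on a median of 37 to 39 beads. The median intensity of an array was 124 to 142 (median 136) in GF mice and 144 to 168 (median 158) in SPF mice, where the lowest value on any array was 91. At a detection p-value under 0.05, 12364 to 13238 probes (median 12937.5) were above background on GF arrays and 13326 to 13942 (median 13461.5) on SPF arrays.
The authors deposited these intensities before any normalization, and log2 values of 16029 probes after it. The submitters' processing notes name limma, and the deposited log2 values lay within 0.0251 of those obtained here with its neqc function, which subtracts background by normexp, adds an offset of 16 and makes the distributions of all arrays equal. From there, the 14102 probes detected on at least 4 of the 16 arrays of the series were tested in 1 limma fit over its 4 groups, with Benjamini-Hochberg adjustment. Each of 9862 genes was represented by its probe with the highest mean. Where no array of a group was above background, a fold is given as "at least", with each such array at the higher of its own value and the lowest signal among detected probes. The offset shrinks the fold changes of dim probes, equal distributions hide a change of most transcripts in the same direction, and the joint fit takes its estimate of spread from the other 2 groups as well. The number of arrays limits the precision.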

The proximal colon of each group was divided into four segments. The GF colonic rings showed higher sensitivity to 50 *μ*mol/L carbachol (6.4 g vs. 3.5 g, *n *=* *16, *P <* *0.05), and both 40 mmol/L (6.5 g vs. 3.7 g, *n *=* *16 per group, *P <* *0.05) and 60 mmol/L (8.8 g vs. 4.9 g, *n *=* *16 per group, **P <* *0.01) KCL compared to colonic rings from SPF mice (Fig. 1B and C). These findings are consistent with hyper‐reactive colonic phenotype after antibiotic treatment (Muller et al. 2014), and indicate that gut microbes can significantly impact the gut neuromuscular apparatus responses.

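In tissue given as colonic smooth muscle, transcripts of the contractile apparatus, of smooth muscle relaxation and of the extracellular matrix were higher in SPF than in GF mice (n = 4 arrays per group), and colonic epithelial transcripts were lower, by a test of lists with a preset correlation of 0.01 between genes. The correlation estimated from the arrays was 0.287 to 0.716 in these 4 lists. With it none of them passed (adjusted p = 0.372, and 0.382 for epithelium, from camera of limma), and without SPF replicates 2 and 4 those of relaxation and epithelium did not. Epithelial transcripts were abundant on every GF and SPF array (mean log2 intensity 10.94 to 11.71), so that the tissue was not muscle alone. Smtn, which encodes the smooth muscle protein smoothelin, was 1.94-fold higher in SPF mice (log2 fold change 0.96, SE 0.22; adjusted p = 0.00895 from limma). Synpo2, which encodes an actin-binding protein, was 2.44-fold higher (log2 fold change 1.29, SE 0.28; adjusted p = 0.00725 from limma). Actn1, which encodes the actin cross-linker alpha-actinin 1, was 1.50-fold higher (SE 0.14 on the log2 scale). Of 18 measured genes of the contractile apparatus, 12 rose, none fell and 6 did not pass at an adjusted p under 0.05 (15 rose when adjusted over the list alone). Myocd, a coactivator of smooth muscle gene transcription, was 2.12-fold higher by its brighter probe (adjusted p = 0.00482 from limma) and had a log2 fold change of -0.06 by its other probe (adjusted p = 0.79). The smooth muscle actins Acta2 and Actg2, singled out after their values were seen, had log2 fold changes of -0.07 and 0.06 (adjusted p = 0.548 and 0.708 from limma). The median log2 fold change of the list was 0.60 (adjusted p = 4.11e-06 from camera of limma). It had an adjusted p = 0.372 with an estimated correlation, and of at most 0.0137 under every other alternative. SPF replicates 2 and 4 stood apart from the other SPF arrays. Their mean log2 intensities of the list were 11.76 and 11.70, against 11.07 and 11.06 on SPF replicates 1 and 13 and 10.48 to 11.17 on GF arrays. Without these replicates, a choice made after the data were seen, the median was 0.28, and with the mean of the epithelial genes as a covariate, likewise chosen later, it was 0.24. The calls of Smtn, Synpo2, Actn1 and Myocd ended under both and in a fit of these 2 groups alone.
Of 19 measured genes of muscarinic, calcium channel and calcium store signalling, 6 rose, 1 fell and 12 did not pass (8 and 1 when adjusted over the list alone). Chrm2, the muscarinic M2 receptor, was not above background on any GF array and was at least 1.73-fold higher in SPF mice (adjusted p = 0.0121 from limma). Chrm3, the muscarinic M3 receptor through which carbachol contracts smooth muscle, had a log2 fold change of 0.38 (SE 0.24; adjusted p = 0.277 from limma) and passed, of the arrays left out singly, only without SPF replicate 4 (0.64, adjusted p = 0.0434, in a range of 0.0434 to 0.697). Cacna1h, a T-type calcium channel, was 1.62-fold higher (SE 0.16 on the log2 scale; adjusted p = 0.00911 from limma). The median of the list was 0.26 (adjusted p = 0.0262 from camera; adjusted p = 0.372 with an estimated correlation), and its call ended without GF replicate 4 (adjusted p = 0.0645) or SPF replicate 2 (0.0587), within a range of 0.0106 to 0.372. Of 13 genes of smooth muscle relaxation, 5 rose, none fell and 8 did not pass (9 rose when adjusted over the list alone). Gucy1a1, a subunit of the nitric oxide receptor, was 1.80-fold higher (SE 0.18 on the log2 scale), and Kcnmb1, a subunit of the large-conductance calcium-activated potassium channel, was 2.09-fold higher (SE 0.25; adjusted p = 0.00687 and 0.0107 from limma). The median of that list was 0.50 (adjusted p = 0.00468 from camera; adjusted p = 0.372 with an estimated correlation). All 3 measured genes of the interstitial cells of Cajal, the pacemaker cells of the gut, rose (3 when adjusted over the list alone), among them Prkcq (1.91-fold, SE 0.19 on the log2 scale) and Etv1 (log2 fold change 1.03, and 0.63 by its other probe, adjusted p = 0.071 from limma). The call of the third, the chloride channel Ano1 (log2 fold change 0.70), ended when any GF array or SPF replicate 2 or 4 was left out (adjusted p = 0.0569 to 0.0994 from limma). The calls of Chrm2, Cacna1h, Gucy1a1, Kcnmb1, Prkcq and Etv1 also ended without SPF replicates 2 and 4 or with the epithelial covariate. The median of the muscarinic and calcium list was then 0.18 or 0.17 and no longer passed, and that of the relaxation genes 0.27 or 0.29 (adjusted p = 0.0603 or 0.0906 from camera of limma, in a range of 0.00181 to 0.372).
Genes of other cell types differed as well. Of 15 genes of fibroblasts and the extracellular matrix, 10 rose, none fell and 5 did not pass (12 rose when adjusted over the list alone), with a median of 0.80 (adjusted p = 3.23e-06 from camera; adjusted p = 0.372 with an estimated correlation). Col1a1, a chain of type I collagen, was 2.85-fold higher (SE 0.22 on the log2 scale), and Eln, which encodes elastin, 3.56-fold higher (SE 0.27; both adjusted p = 0.00102 from limma). Of 22 genes of enteric neurons, 2 rose, none fell and 20 did not pass (2 rose when adjusted over the list alone), and Npy, a neuropeptide, was at least 1.63-fold higher. The median of the neuronal list was 0.43 (adjusted p = 0.0119 from camera; adjusted p = 0.532 with an estimated correlation). It was 0.19 without GF replicate 2 (adjusted p = 0.182 from camera of limma), 0.31 without SPF replicate 2 (0.0587) and 0.21 without SPF replicate 4 (0.115), and turned to -0.06 without SPF replicates 2 and 4 and to -0.07 with the epithelial covariate, in a range of adjusted p of 0.00105 to 0.940. Of 14 genes of colonic epithelium, 5 fell, none rose and 9 did not pass (5 fell when adjusted over the list alone), with a median of -0.24 (adjusted p = 0.0146 from camera; adjusted p = 0.382 with an estimated correlation). That call ended without GF replicate 2 (-0.11, adjusted p = 0.0524 from camera of limma) or SPF replicate 2 (-0.15, 0.0706), without SPF replicates 2 and 4 together (-0.07, 0.559) and with array weights (-0.12, 0.0968), in a range of 3.92e-05 to 0.653. With single arrays left out, the genes that rose numbered 6 to 15 in the contractile list, 3 to 8 in the muscarinic and calcium list, 3 to 9 in the relaxation list and 7 to 12 in the matrix list, and the epithelial genes that fell 0 to 5, with the lowest of each range without SPF replicate 2 and, except for epithelium, also without GF replicate 2. The mean log2 intensity of the epithelial list was 10.94 and 11.05 on SPF replicates 2 and 4, 11.38 and 11.54 on SPF replicates 1 and 13, and 11.35 to 11.71 on GF arrays. On the first principal component, which held 33.6% of the variance, SPF replicates 2 and 4 both lay at 48.1, SPF replicates 1 and 13 at 13.6 and 7.00, and the GF arrays between -28.2 and 5.96.
Among the largest changes, Mzb1, a chaperone of antibody-secreting cells, was 9.01-fold higher in SPF mice (SE 0.32 on the log2 scale; adjusted p = 1.39e-04 from limma). Defa20, a defensin, was 14.6-fold higher (SE 0.68) and above background on 1 of 4 GF arrays. Sis, the brush border enzyme sucrase-isomaltase, was 9.05-fold lower (SE 0.66), Cyp4b1, a cytochrome P450, 6.64-fold lower (SE 0.44), and Aldh1a1, an enzyme of retinoic acid synthesis, 3.51-fold lower (SE 0.31). Of the called genes named here, Mzb1 alone also passed the methods' t-test after Benjamini-Hochberg adjustment, and Sis did not pass in the fit of these 2 groups alone. The limma fit called 2813 of 14102 probes (4909 at an unadjusted p under 0.05), 1398 higher and 1415 lower in SPF mice, and with median scaling in place of equal distributions 1713 higher and 790 lower. On 2650 probes (18.8%, against 2.86% by chance) all SPF arrays lay on the same side of all GF arrays. The count was 1358 without SPF replicate 2, 1861 without SPF replicate 4, 1519 without GF replicate 2, and 671 without SPF replicates 2 and 4. It was 696 in a fit of these 2 groups alone, 729 with the epithelial covariate, 1773 with array weights, and 125 by the methods' t-test after Benjamini-Hochberg adjustment. From the greater force of GF than of SPF colonic rings under carbachol and KCl (Fig. 1B and C), the paper, which sets this beside a hyper-reactive colon after antibiotic treatment, proposes that gut microbes can significantly affect how the neuromuscular apparatus of the gut responds. That reasoning rests on forces, which the arrays do not measure.

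**Figure D1:**
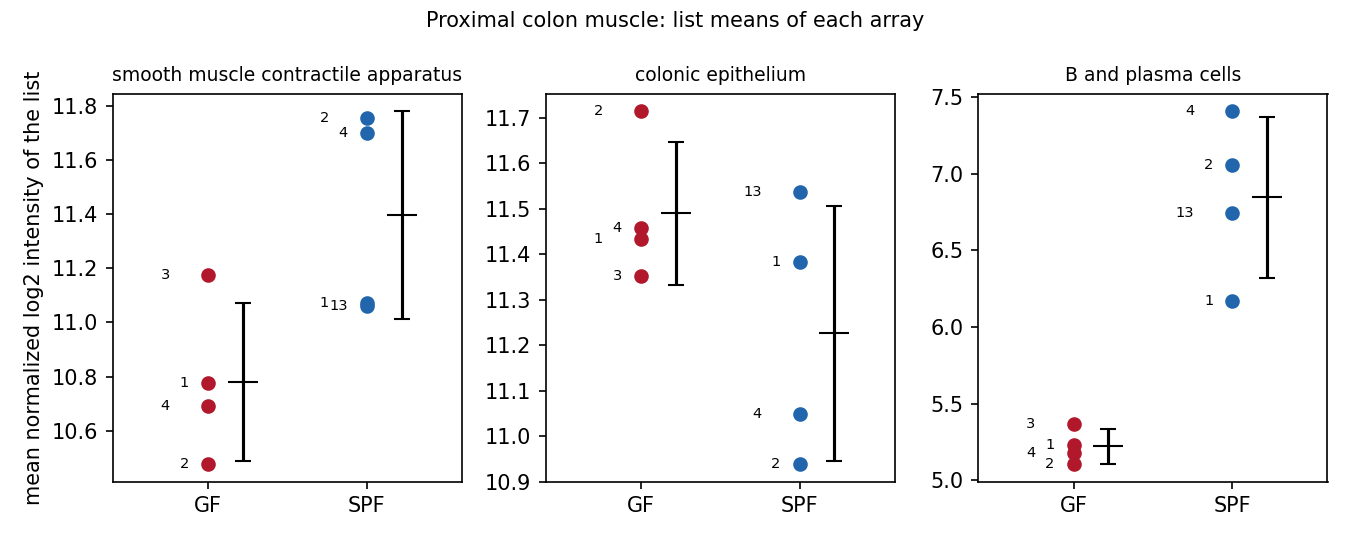
Mean normalized log2 intensity of the measured genes of 3 lists, 1 panel per list (contractile apparatus of smooth muscle, colonic epithelium, and B and plasma cells), on each GF and SPF array. Points are arrays with their replicate numbers and black bars the mean ± SD of 4 arrays; SPF replicates 2 and 4 had the highest contractile means (11.76 and 11.70) and the lowest epithelial means (10.94 and 11.05).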

### Pharmacologically‐induced constipation (using loperamide) significantly alters gut microbial community structure

To determine the effects of slow transit on the microbial composition and function, adult C57Bl/6J SPF mice were treated either with loperamide (0.1% in water) or maintained on regular water for 7 days. Whole gut transit times (Fig. 2A) in mice with pharmacologically induced constipation (PIC) were significantly longer than those in control mice, as measured by charcoal appearance in stool (182 min vs. 378 min, *n *=* *25–27, ***P <* *0.001). There was also a significant decrease in stool output observed after treatment with loperamide at the day of the sacrifice (0.7 g vs. 0.24 g, *n *=* *8 per group, ****P <* *0.0001) (Fig. 2A). Loperamide has been shown to decrease body weight due to decreased food intake in rodents. In our study, we observed decreased body weight (20.6 g vs. 15.2 g, *n *=* *27 per group, ****P <* *0.0001) and decreased food intake (3.6 g/mouse/day vs. 2.6 g/mouse/day) after the treatment (Fig. 2A, left panel).

**Figure 2:**
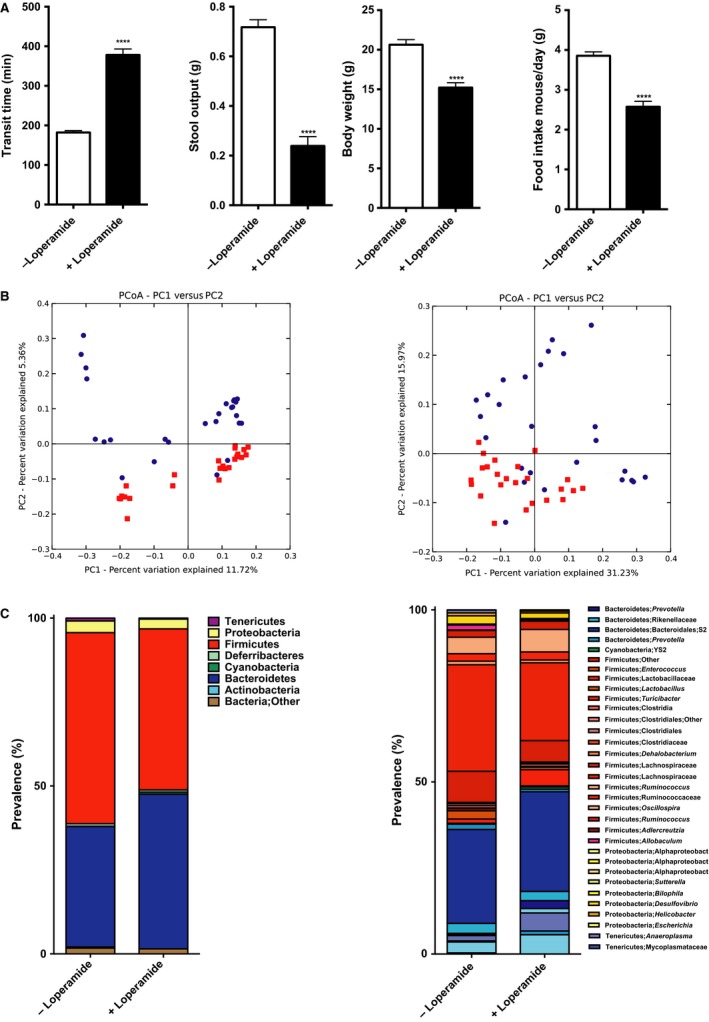
Loperamide treatment induces constipation leading to taxonomic changes in microbial community. (A) Whole gut transit time at the day of sacrifice (*n *=* *25–27 in each group), stool output over 16 hours during dark cycle (*n *=* *8 in each group), body weight at the day of sacrifice (*n *=* *27 in each group), and daily food intake over the course of treatment (*n *=* *18 in each group). (B) PCoA plot showing unweighted (left) and weighted (right) UniFrac from the mice cecal contents, *n *=* *24–27 in each group, *P *=* *0.01, *R* = 0.12 (unweighted), *P *=* *0.01, *R* = 0.22 (weighted). Red squares represent control group, and blue circles – loperamide‐treated mice. (C) *Left:* phyla distribution of cecal microbiota. *Right:* microbial class/family shifts between control and loperamide‐treated group. In (A) data presented as mean ± SEM, *P <* *0.05, **** *P *<* *0.0001.

There were significant differences in cecal microbial communities among mice treated with loperamide and control mice based on 16S rRNA marker gene sequencing using the MiSeq Illumina platform. Significant changes in *β*‐diversity using both unweighted and weighted UniFrac distance metrics were observed in mice with PIC, consistent with changes in microbial community richness and evenness, respectively, (*n *=* *24–27 per group, *P *<* *0.05, Anosim test) (Fig. 2B left and right panels). We did not observe significant differences in *α*‐diversity between two communities using Shannon diversity index (data not shown). Taxonomic analysis revealed significantly increased representation of the phyla Bacteroidetes and significantly decreased Firmicutes in the loperamide‐treated mice (Fig. 2C left panel), corroborating the findings from loperamide‐treated humanized mice (Kashyap et al. 2013). Further analysis beyond the phyla level in our samples showed most significant increase in families – Prevotellaceae, Porphyromonadaceae, and Bacteroidaceae within Bacteroidetes, and a decrease in Ruminococcaceae and Lachnospiraceae family members from Clostridia class within Firmicutes (Fig. 2C) in the loperamide‐treated mice. PIC mice showed increased representation by Bacteroidales family *S‐24‐7*,* Parabacteroides distasonis* and *Bacteroides ovatus* species, suggesting that stasis provides a beneficial environment for these species.

### Colonization of GF mice with cecal microbiota from PIC mice results in slower GI transit

To determine whether PIC‐associated changes to the gut microbial community in turn affect host function, 12‐ to 14‐week‐old GF mice were colonized with cecal contents from SPF control or SPF PIC mice, and were not receiving loperamide after colonization. 

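Colonic smooth muscle of such recipients was also measured on arrays that the paper's text does not describe. They hold RNA from the proximal colon of GF mice colonized with cecal contents of control SPF mice, 4 arrays, or of SPF mice with PIC, 4 arrays, the donors having received 0.1% loperamide for 7 days. The labels and the results give 4 weeks after colonization, and the methods 3 to 4 weeks. The age of the recipients is 12 to 14 weeks in the results and 8 to 10 weeks in the methods. The median intensity of an array was 124 to 145 (median 137) in recipients of control microbiota and 117 to 153 (median 143) in recipients of PIC microbiota. On these arrays 12463 to 13103 (median 12874) and 12717 to 13508 (median 12911) probes were above background. The authors deposited and normalized these values together with those of the GF and SPF arrays, and they were tested here in the same fit. Xist had log2 values of 6.85 to 7.01 on replicates 2 and 3 of both recipient groups and of under 5 on replicates 1 and 4, so that both sexes were present in each group. Sex was left out of the fit and added as a covariate in an alternative. On simulated data with the spread of these arrays, the test found 31.5% of probes changed by 0.5 on the log2 scale, 94% of those changed by 1 and 97.5% of those changed by 1.5. Most changes of 0.5 or less in a single transcript were thus below what 4 arrays per group can detect.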

Four weeks after colonization, mice that received cecal contents from PIC mice showed significantly longer GI transit times compared to those receiving control cecal contents (222 min vs. 183 min, *n *=* *17–19 per group, ****P <* *0.0001) (Fig. 3A). Mice from two groups of recipients showed no differences in stool output (0.68 g vs. 0.69 g, *n *=* *7–8 per group), changes in body weight (20.7 g vs. 20 g, *n *= 16–18 per group), or food intake (4.6 g/mouse/day vs. 4.4 g/mouse/day, *n *=* *7–8 per group) (Fig 3). These data therefore demonstrate that the gut microbial communities changed upon the development of intestinal stasis, and that the functional phenotype could be transferred to recipient mice.

**Figure 3:**
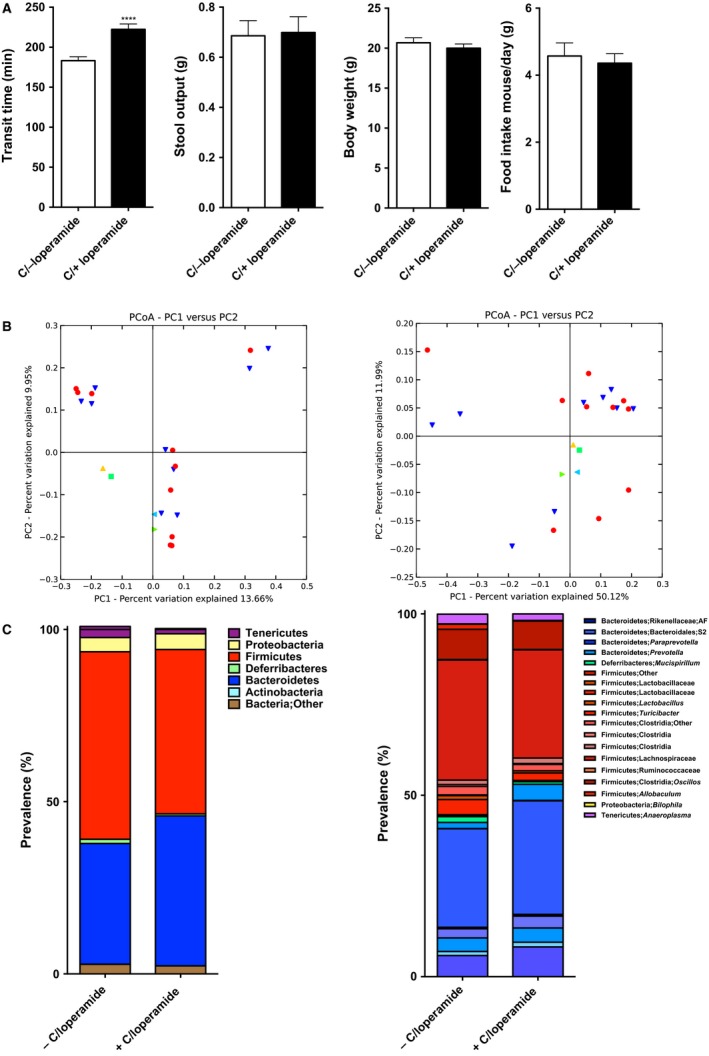
Colonization of Germ‐free mice with contents from loperamide‐treated mice increases GI transit time when compared to recipients of nontreated mice, but shows no significant taxonomic differences between two groups. (A) Whole gut transit time at the day of sacrifice (*n *=* *17–19 in each group), stool output over 16 hours during dark cycle (*n *=* *7–8 in each group), body weight at the day of sacrifice (*n *=* *16–17 in each group), and daily food intake over the course of treatment (*n *=* *7–8 in each group). (B) PCoA plot showing unweighted (left) and weighted (right) UniFrac from the colonized mice cecal contents, *n *=* *10 in each group, *P *=* *0.67, *R* = −0.05 (unweighted), *P *=* *0.01, *R* = 0.23 (weighted), Anosim test. Red circles represent mice conventionalized with contents from control group donors, yellow, and green triangle – control donors, green square, and blue triangle ‐ PIC donors. (C) *Left:* phyla distribution of cecal microbiota from colonized mice. *Right:* microbial family distribution. In (A) data presented as mean ± SEM, ****P <* *0.0001.

We did not observe significant differences in *α*‐diversity between the two groups. Anosim test of *β*‐diversity did not show significant differences unweighted (*P *=* *0.65) distance metrics, but showed significant differences in weighted (*P *=* *0.01) UniFrac distance metrics (Fig. 3B left and right, respectively), indicating differences in the abundance of bacterial community between two groups. The microbial profile of GF mice colonized with control microbiota was similar to that seen in SPF mice (Compare Figs. 2C to 3C). Similarly, the microbial profile of SPF mice treated with loperamide was similar to that of GF mice colonized with microbiota from loperamide‐treated mice (Compare Figs. 2C to 3C). These data indicate that microbial changes induced by chronic constipation can themselves slow GI transit time independent of any direct pharmacological effects of loperamide on GI transit.

To determine whether the slower GI transit time in GF mice colonized with cecal contents from PIC donors was due to local alterations in colon contractility, we stimulated colonic rings from control and PIC colonized mice with carbachol and KCl. We did not observe differences in contractile properties between recipients of PIC microbiota and controls (*n *=* *24 per group; *P *=* *0.05; *t*‐test) (Fig. 4A, B). Taken together, PIC gut microbiota significantly decreased transit time while maintaining a similar microbial structure to the donors but did not affect contractility.

**Figure 4:**
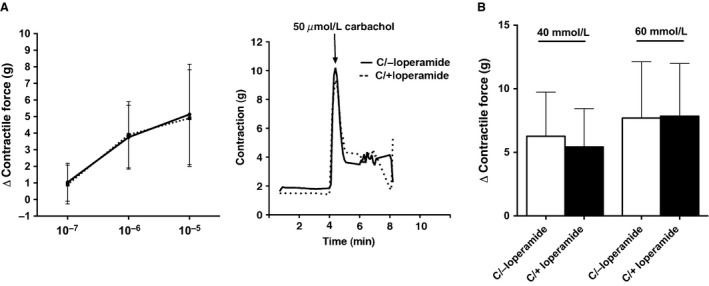
Colon rings from colonized mice show no significant differences between recipients of control and loperamide‐treated microbiota after carbachol and KCl stimulation. (A) *Left:* quantification of changes (Δ) in peak force produced by colonic rings from colonized mice in response to different amounts of carbachol. *Right:* representative tension recordings from colon rings contracted by 50 *μ*mol/L carbachol stimulation. (B) quantification of changes (Δ) in peak force produced by colonic rings from colonized mice in response to KCl. Data shown represents the relative force of the rings from proximal parts of the colon. Each bar represents the mean ± SEM 4 rings 6 different mice, *n *=* *24.

### Functional profiles of bacteria in PIC mice differ from control animals

Although the GI transit time was decreased in both mice colonized with control and with PIC cecal contents, the latter showed a significantly lower recovery of GI motility. These findings show that two communities are significantly different by DNA analysis, and suggest that the functional properties of the microbiota from the two groups are different as well. To examine this possibility, we performed a targeted screen of the functional and metabolic profiles of the microbiota from PIC and control mice. Butyrate has been shown to improve GI motility by promoting cholinergic and nitrenergic neuron development (Kamath et al. 1987; Chevalier et al. 2010), and is produced by the Clostridiales taxa, which was present in lower relative abundance in the cecal samples from PIC mice. Butyrate, propionate, and acetate levels were all significantly decreased in cecal samples (21%, 57% and 59%, respectively, *n *=* *8 per group, *P <* *0.05, **P <* *0.01, ***P <* *0.001) from PIC mice compared to controls (Fig. 5A). Decreased abundance of Clostridiales may lead to decreased butyrate production in constipated mice and this might be a feed‐forward mechanism leading to exacerbated constipation. However, studies show that propionate and acetate also can modulate colonic propulsion (Hurst et al. 2014), and it is possible that decreased propionate and acetate levels promote delayed intestinal transit. Additionally, SCFA levels in GF mice colonized with microbiota from PIC mice showed significant decrease in butyrate levels (56%, *n *=* *8, *P <* *0.05), and a trend toward decreased acetate and propionate levels. However, these latter changes were not statistically different (Fig. 5B).

**Figure 5:**
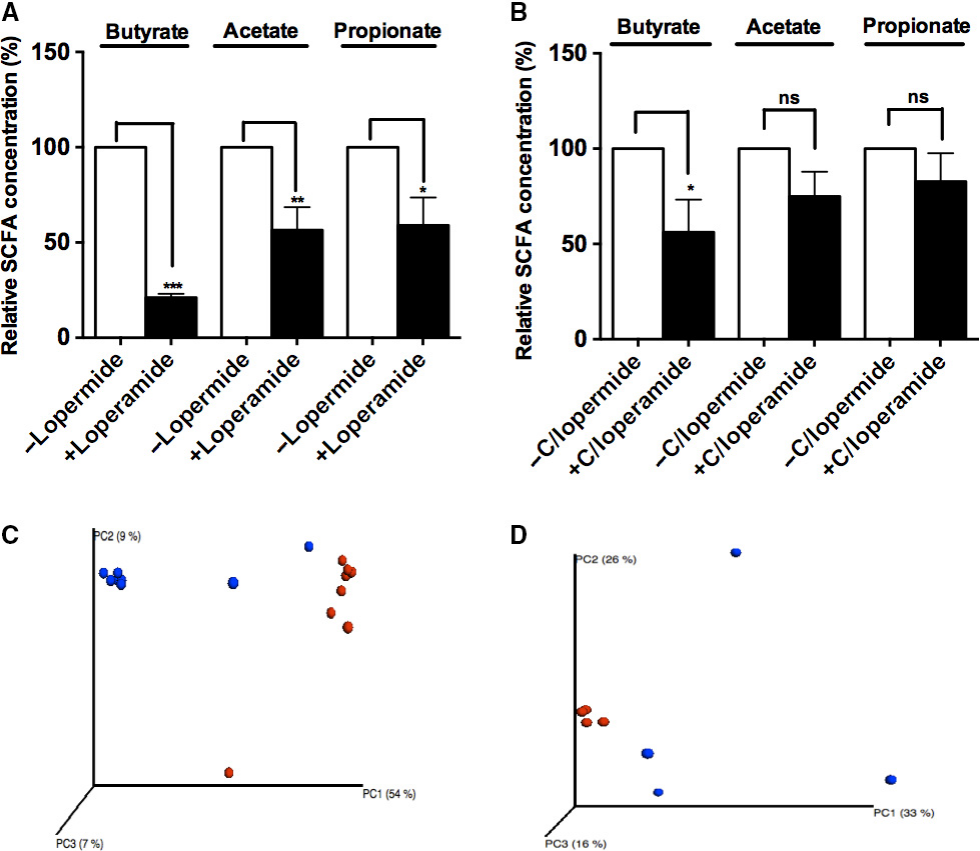
Loperamide treatment shifts microbial community metabolism that is persistent after microbiota transfer. (A) Butyrate, acetate and propionate relative concentrations in the cecal contents of control and loperamide‐treated mice. (B) SCFA concentrations of the cecal microbiota collected from colonized recipients with cecal microbiota from control and loperamide‐treated mice after 3–4 weeks of colonization. (C) PCoA analysis of community metabolism in PIC and control samples using Biolog. Data represents substrate metabolism in aerobic and anaerobic conditions, and separation by substrates (*n *=* *8, *P *<* *0.00067, MRPP test). (D) PCoA analysis of community metabolism in PIC and control samples (*n *=* *4, *P *<* *0.0083, MRPP test). Blue dots – control, red dots – PIC samples. Values are expressed as percentage of SCFA levels in cecal contents obtained from control mice, *n *=* *8 mice per group, *P <* *0.05, **P <* *0.01, ***P <* *0.001, ns, not significant; SCFA, short‐chain fatty acids.

We also used the Biolog GenIII system to directly measure the functional (metabolic) profiles of cecal microbiota from PIC and control mice, and recipient mice of PIC and control microbiota. Clear separation between PIC and control mice by anaerobic and aerobic substrates, as well as specific substrates in these groups, was observed by PCoA ordination plots. These findings indicate divergent functional capacity of the communities (*n *=* *8, *P *<* *0.00067, MRPP test), similar to that observed in 16S rRNA analysis (Figs. 5C, 2C). Indicator analysis revealed that the microbial communities isolated from loperamide‐treated cecal contents contain microbial communities that were more active in metabolizing amino acids, carboxylic acids, hexose acids, and different types of sugars when compared to control group. These functional differences may be due to a stasis‐induced shift in the microbial community.

PCoA ordinations from colonized PIC and control mice also exhibited significant separation between the two groups by anaerobic and aerobic substrates and indicators (*n *=* *4, *P *<* *0.0083, MRPP test) (Fig. 5D). Sugars were most actively metabolized by mice recipients colonized by donor PIC microbiota (Fig. 3B). These data show that the microbiota from PIC recipients, in combination with differences in bacterial community abundance, have distinct functional properties that affect on transit time.

### Microbiota transfer of fecal microbiota from a constipation‐predominant IBS patient into GF mice recapitulates slow GI transit and increased contractile responses to carbachol and KCL

To determine whether slow transit is recapitulated with microbiota from IBS‐C, we colonized GF mice with fecal contents from an IBS‐C patient and an age/gender‐matched control subject. 4 weeks after colonization, IBS‐C microbiota recipient mice showed significantly longer GI transit times compared to recipients of control microbiota (324 min vs. 246 min, *n *=* *11 per group, ***P <* *0.001) (Fig. 6A). There were no differences in stool output (1.2 g vs. 1.1 g, *n *=* *11 per group), body weight (18.4 g vs. 19.3 g, *n *=* *11 per group), and food intake (3.8 g/mouse/day vs. 4.2 g/mouse/day) between recipients of IBS‐C and control microbiota (Fig 6A). Similar to PIC microbiota recipients, IBS‐C microbiota recipients exhibited slower transit time but no decrease in stool output, body weight, or food intake compared to controls.

**Figure 6:**
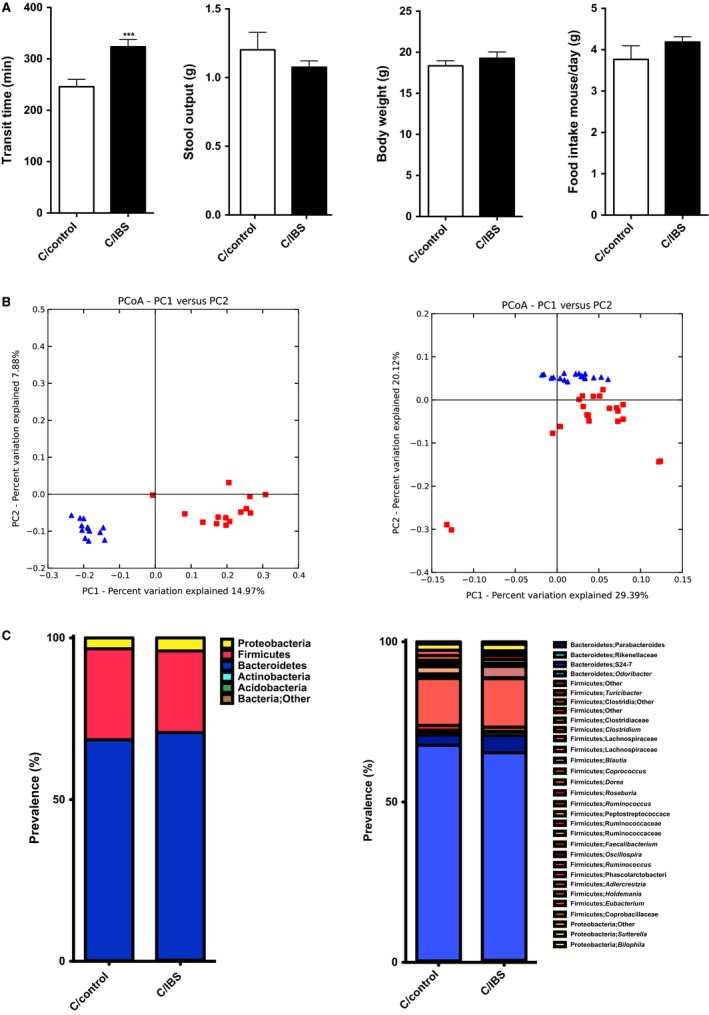
Colonization of Germ‐free mice with contents from constipation‐predominant IBS increases GI transit time when compared to control group, and shows significant taxonomic differences between two groups. (A) Whole gut transit time at the day of sacrifice, stool output over 16 hours during dark cycle, body weight at the day of sacrifice, and daily food intake over the course of treatment (*n *=* *11 in each group). (B) PCoA plot showing unweighted (left) and weighted (right) UniFrac from the cecal contents of mice colonized with IBS‐C and control samples. Red squares represent mice conventionalized with contents from control group donor, and blue triangles – mice conventionalized with IBS‐C donor. *n *=* *11 in each group, *P *=* *0.01, R = 0.75 (unweighted), *P *=* *0.01, R = 0.50 (weighted), Anosim test. (C) *Left:* phyla distribution of cecal microbiota from mice colonized with control and IBS‐C donor samples. *Right:* microbial family distribution. In (A) data presented as mean ± SEM, ***P <* *0.001.

16S rRNA marker gene analysis of microbial communities of mice that had been colonized by IBS‐C and control microbiota showed no significant differences in *α*‐diversity, but significant differences in *β*‐diversity unweighted (*P *=* *0.01) and weighted (*P *=* *0.01) UniFrac distances (Fig. 6B left and right). Similar to PIC model, Bacteroidetes were more abundant in samples with slow transit (Fig. 6C). Statistical analysis showed that *Bacteroides uniformis*,* B. ovatus*,* P. distasonis* species were significantly higher in mice with slow transit. More importantly, *B. ovatus* and *P. distasonis* were also more abundant in PIC donors and recipients, suggesting that these two stains might have a role in promoting intestinal stasis.

To determine whether slow transit in IBS‐C recipients is due to local alterations in colon contractility, we stimulated colonic rings from controls and IBS‐C recipients with carbachol and KCl. Similar to GF mice, recipients of IBS‐C with slow transit were more sensitive to carbachol (3.1 g vs. 2.1 g, *n *=* *16 per group; *P <* *0.05) and KCl (8.7 g vs. 4.0 g, *n *=* *16 per group; **P <* *0.01) (Fig. 7A, B). Our results show that IBS‐C gut microbiota significantly decreases transit and leads to colonic ring hypercontractility.

**Figure 7:**
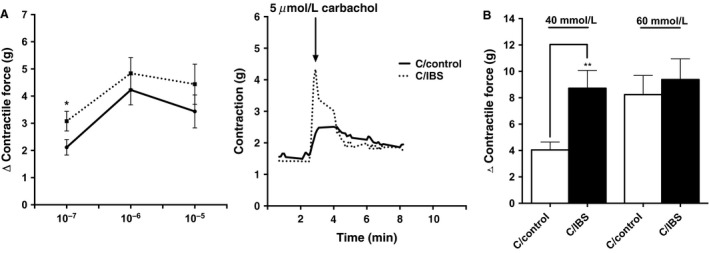
Colon rings from mice colonized with stool sample from IBS‐C show increased sensitivity to carbachol and KCl stimulation when compared to control group. (A) *Left:* quantification of changes (Δ) in peak force produced by colonic rings from colonized mice in response to different amounts of carbachol. *Right:* representative tension recordings from colon rings contracted by 5 μM carbachol stimulation. (B) quantification of changes (Δ) in peak force produced by colonic rings from colonized mice in response to KCl. Data shown represents the relative force of the rings from proximal parts of the colon. Each bar represents the mean ± SEM 4 rings 4 different mice, *n *=* *16, *P <* *0.05.

### Functional profiles of gut bacteria from GF mice humanized with IBS‐C and control subjects are significantly different

To examine if SCFA levels are different in IBS‐C and control microbiota recipients we screened cecal contents for SCFA. Mice displayed significant decreases of butyrate, propionate, and acetate levels (64%, 81% and 64%, *n *=* *11 per group, *P <* *0.05, ****P <* *0.0001) in IBS‐C recipients compared to controls (Fig. 8A, B).

**Figure 8:**
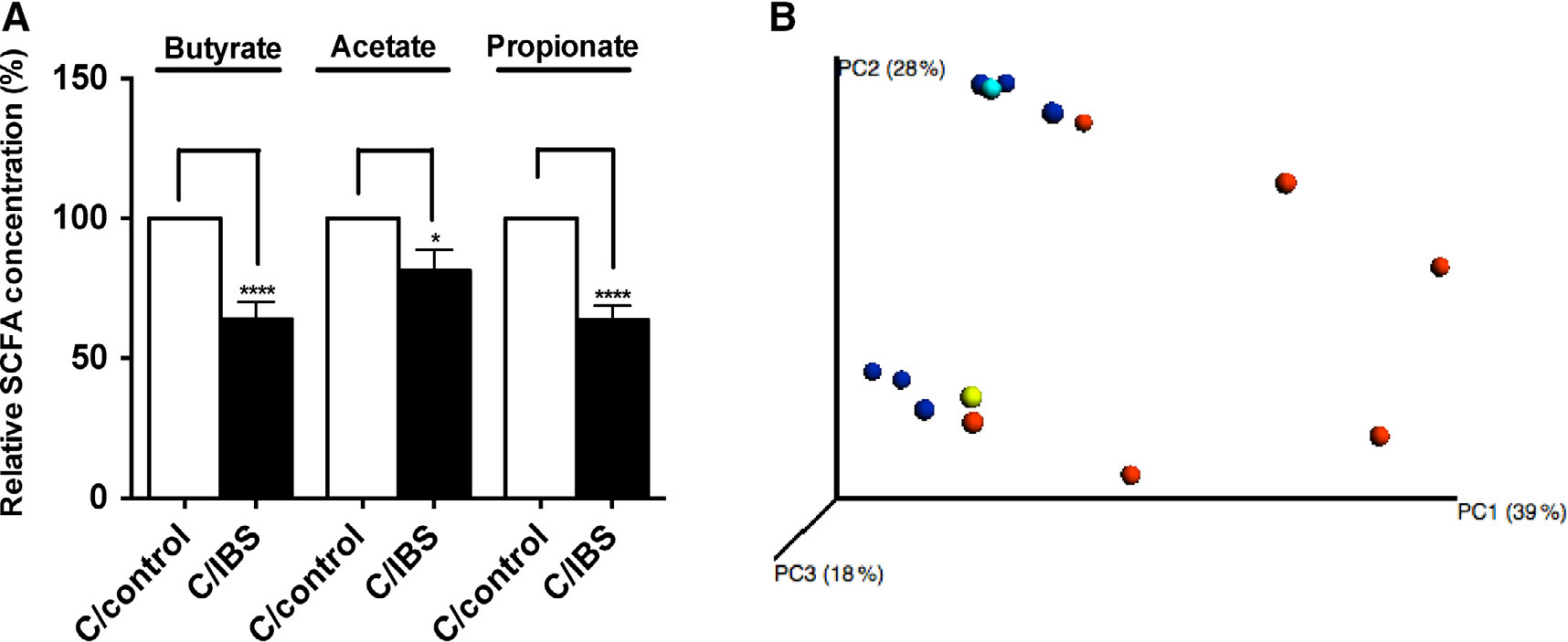
Microbial community metabolism in Germ‐free mice recipients of control and IBS‐C samples 4 weeks postcolonization shows significant differences between two groups. (A) SCFA relative concentrations in cecal microbiota from mice colonized with IBS‐C and control microbiota. (B) PCoA analysis of community metabolism using Biolog of IBS‐C and control recipients. Values are expressed as percentage of SCFA levels in cecal contents obtained from control mice, *n *=* *13 mice per group, *P <* *0.05, ****P <* *0.0001. SCFA, short‐chain fatty acids.

We also used the Biolog GenIII assay to assess metabolic activity in control and IBS‐C GF recipient mice. Clear separation between recipients of IBS‐C and control microbiota (*n *=* *6, *P *<* *0.0075, MRPP test) could be seen with PCoA ordination plots (Fig. 8C). Indicator analysis revealed that the cecal microbial microbiota of IBS‐C recipients more actively metabolized amino acids, carboxylic acids, hexose acids, and sugars when compared to control recipients. The IBS‐C recipients exhibited a similar pattern to loperamide‐treated mice.

## Discussion

Our findings support the concept that chronic diseases such as constipation may be caused by steady states achieved through reciprocating reinforcement of pathophysiological host and microbial factors. This study shows that decreased gut motility alters the gut microbial community and its metabolism, leading to the promotion of the feed‐forward loop that slows GI transit time even further. The reinforcement of the decreased gut motility, in turn, sustains the selective advantage of constipation‐associated microbiota.

Disease‐promoting steady states have been observed in conditions such as obesity and inflammation. Microbiota from obese and lean twins induced obesity‐associated or lean metabolic phenotypes in GF mice (Ridaura et al. 2013). Gut microbiota also affect the progression of inflammation (Honda and Littman 2012). The unfavorable combination of inflammation and host genetics promotes development of gut dysbiosis and reduced diversity in the microbial community (Craven et al. 2012; Machiels et al. 2014). A bidirectional relationship between an altered microbial community and the host perpetuates an inflammatory state that leads to further effects on the immune response and maintains states of chronic inflammation.

Our findings also suggest that a bidirectional relationship between the gut microbiota and the host maintains chronic states of constipation. Several studies have shown that GI motility can dramatically affect gut microbial assemblage. Disrupted MMCs, which is associated with decreased housekeeping functions to sweep the small intestine between meals, is believed to contribute to the development of bacterial overgrowth (Pimentel et al. 2002). Conversely, intestinal microbiota have a significant role in the development and maintenance of intestinal motor functions. Bacterial metabolites directly stimulate gut enteric neurons, intestinal smooth muscle, and enteroendocrine cells that secrete biologically active peptides (Barbara et al. 2005). Colonization of GF mice with microbiota from loperamide‐treated or nontreated mice, as well as from IBS‐C or control patients improves GI transit time, indicating the importance of the microbiome on gut motility. However, GF mice receiving microbiota from loperamide‐treated mice exhibited slower GI transit time as compared to GF mice receiving microbiota from untreated SPF mice, suggesting that constipation leads to selection for certain types of gut microbes that impair GI motility. To test the effects of gut microbiota on GI motility, we also colonized GF mice with samples from IBS‐C and control subjects. 16S rRNA gene analysis showed that constipation in both models lead to increased abundance of *B. ovatus* and *P. distasonis* strains. In the PIC model, we observed significant decrease in Clostridiales class members while in IBS‐C, the decrease was less pronounced. These findings suggest that increases in these two strains potentially contribute to the development of constipation.

We observed decreased SCFA levels in recipients of PIC and IBS‐C microbiota. As the SCFA butyrate accelerates GI transit and plays an important role in neuronal development (Kamath et al. 1987; Chevalier et al. 2010; Rodolphe Soret et al. 2010), decreased levels of SCFAs could be a contributing factor for delayed transit time in PIC and IBS‐C GF recipients. The lack of a detectable difference in the contractility of isolated colonic rings isolated from mice that received microbiota from control or PIC would argue that the microbiota have not resulted in alterations in the intrinsic contractile machinery of colonic smooth muscle cells. This would however be consistent with microbial metabolites having a direct effect of regulating smooth muscle cell contractility, as this would not be evident in in vitro preparations. In contrast, colonic rings isolated from GF mice receiving microbiota from IBS‐C patients displayed increased sensitivity to contractile agonists while exhibiting a delayed transit time compared to mice receiving microbiota from control patients (Fig 7). Together, these data suggest that microbiota from IBS‐C patients can lead to stable alterations in colonic smooth muscle cells, perhaps resulting from higher levels of inflammatory cytokines in these patients.

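In tissue given as colonic smooth muscle, no difference in transcripts of the contractile apparatus was detectable between recipients of PIC and of control microbiota (n = 4 arrays per group). Of 18 measured genes, none passed at an adjusted p under 0.05 from limma, over all genes or when adjusted over the list alone, and their median log2 fold change (PIC over control) was 0.01. Lmod1, an actin nucleator of smooth muscle, had the lowest log2 fold change of the list, -0.18 (95% interval -0.78 to 0.41), and Mylk, the kinase of myosin light chain, the highest, 0.15 (-0.26 to 0.56). Des, which encodes the intermediate filament protein desmin, had a log2 fold change of -0.17 (SE 0.19), and Cnn1, which encodes calponin 1, of -0.14 (SE 0.24). The smooth muscle myosin heavy chain Myh11 and the actins Acta2 and Actg2, singled out after their values were seen, had 95% intervals of -0.36 to 0.55, -0.15 to 0.16 and -0.20 to 0.24. The 95% intervals of the whole list lay between -0.78 and 0.72. Its adjusted p was 0.968 from camera of limma and 0.982 with an estimated correlation, in a range of 0.354 to 1.00 over all alternatives. The mean log2 intensity of the list was 10.57 to 10.85 on the 8 recipient arrays.
Muscarinic receptors were not detectably different either. Chrm2 was above background on 1 of 4 arrays in each group, and Chrm3 had a log2 fold change of -0.07 (95% interval -0.58 to 0.44). Of 19 genes of muscarinic, calcium channel and calcium store signalling, 13 of smooth muscle relaxation and 22 of enteric neurons, none passed over all genes or adjusted over the list alone, with medians of -0.02, -0.01 and -0.01. The 3 genes of the interstitial cells of Cajal had a median of 0.03. The receptors for short-chain fatty acids Ffar2 and Ffar3 had log2 fold changes of -0.04 (SE 0.34) and -0.30 (SE 0.13), and the serotonin receptor Htr4 of -0.17 (SE 0.13). Acbd5, a peroxisomal protein, had a log2 fold change of 0.55 (SE 0.15), and Gbp10, an interferon-induced guanylate-binding protein, of -0.58 (SE 0.10). Colonic epithelial transcripts had a median of -0.07, with none of 14 past the threshold. Across all 14102 probes limma called 0 (608 at an unadjusted p under 0.05, where chance gives 705), the smallest adjusted p was 0.512 and the largest log2 fold change in either direction was 1.31. The methods' t-test, which takes its spread from the recipient arrays alone, called 893 at its unadjusted threshold, above the 705 of chance, and 0 after Benjamini-Hochberg adjustment. As the limma fit takes its spread from all 4 groups, its 608 is no sign that differences are absent. On 581 probes (4.12%, against 2.86% by chance) the arrays of the 2 groups did not overlap, and the 95% interval of a probe reached a median of 0.30 to either side of its log2 fold change.
From the lack of a difference in the contractility of the rings, the paper proposes that the microbiota left the contractile machinery of the muscle cells itself unaltered. It draws this from ring forces and does not refer to transcripts.

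**Figure D2:**
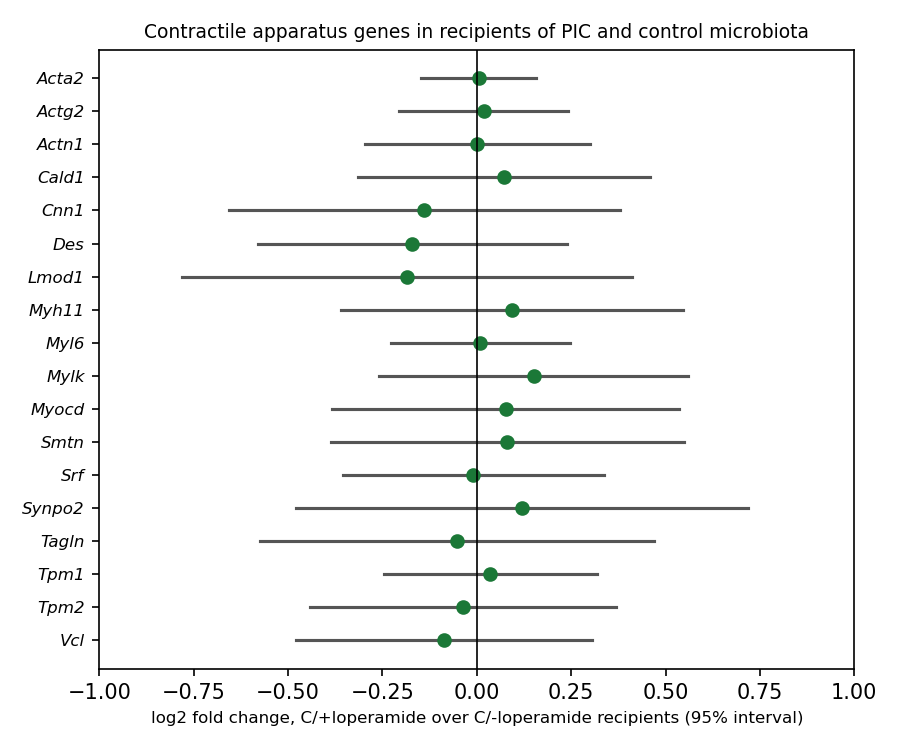
Log2 fold change of 18 genes of the contractile apparatus in recipients of PIC microbiota over recipients of control microbiota (x axis), 1 gene per line on the y axis. Points are limma estimates from 4 arrays per group and bars their 95% intervals, which all include 0 and lie between -0.78 and 0.72.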

Our findings also show that the colonization of GF mice with PIC‐cecal and IBS‐C fecal microbiota decreases GI transit time compared to mice receiving control cecal microbiota, suggesting that the microbiota, even 4 weeks after colonization, have residual effects on gut motility. These findings suggest that disruption of the self‐reinforcing cycle of host‐microbe interactions is important for gut motility, and can contribute to the development of chronic constipation. This knowledge can be leveraged to develop effective and sustained interventions for the prevention and treatment of disorders such as chronic constipation.

Based on our findings, effective therapy to treat chronic constipation could involve breaking the pathological cycle and establishing a new health‐promoting steady state. Selection against potential disease‐promoting gut microbiota could be achieved with dietary manipulation, specific antibiotics, prebiotics, and probiotics. Alternatively, bioactive metabolites produced by gut microbiota that promote gut motility could be administered as supplements. Consistent with these approaches, many constipation‐predominant IBS patients benefit from treatment with oral rifaximin therapy. Discontinuation of agents that promote stasis (medications, opiates, etc.) can also break the cycle and restore balance, a notion supported by our conventionalization studies where the constipating effects of PIC microbiota appear to diminish in the absence of loperamide. Finally, therapies directed toward enhancing motor and neuronal activity of the bowel can interrupt the cycle of feed‐forward factors causing chronic constipation. Prokinetic drugs that activate serotonin receptors, increase acetylcholine concentrations or inhibit acetylcholinesterase, an enzyme that metabolizes acetylcholine, enhance GI motility and benefit chronic constipation. Our study showed that constipated mice have lower levels of SCFA in cecal contents when compared to control mice, thus increasing bioavailability of SCFAs with probiotic treatment and increased fermentable, oligo‐, di‐, monosaccharides and polyols (FODMAP) diet could be an additional beneficial treatment for eliminating chronic constipation. Treatment with agents that alter fluid and electrolyte transport, such as chloride channel activators, may also affect the gut microbiota in a way that breaks the cycle of constipation‐promoting events between host and the microbe. The more we understand host‐microbe interactions that regulate GI motility, the better we will be able to identify treatments that alleviate GI distress.

## Conflict of Interest

None declared.

## References

[phy213182-bib-0001] Barbara, G. , V. Stanghellini , G. Brandi , C. Cremon , G. Di Nardo , R. De Giorgio , et al. 2005 Interactions between commensal bacteria and gut sensorimotor function in health and disease. Am. J. Gastroenterol. 100:2560–2568.1627991410.1111/j.1572-0241.2005.00230.x

[phy213182-bib-0002] Caporaso, J. G. , J. Kuczynski , J. Stombaugh , K. Bittinger , F. D. Bushman , E. K. Costello , et al. 2010 QIIME allows analysis of high‐throughput community sequencing data. Nat. Methods 7:335–336.2038313110.1038/nmeth.f.303PMC3156573

[phy213182-bib-0003] Chassard, C. , M. Dapoigny , K. P. Scott , L. Crouzet , C. Del'homme , P. Marquet , et al. 2012 Functional dysbiosis within the gut microbiota of patients with constipated‐irritable bowel syndrome. Aliment. Pharmacol. Ther. 35:828–838.2231595110.1111/j.1365-2036.2012.05007.x

[phy213182-bib-0004] Chevalier, J. , P. De Coppet , G. Poupeau , P. Derkinderen , J. P. Segain , and M. Neunlist . 2010 Short‐chain fatty acids regulate the enteric neurons and control gastrointestinal motility in rats. Gastroenterology 138:1772–1782.2015283610.1053/j.gastro.2010.01.053

[phy213182-bib-0005] Chey, W. D. , J. Kurlander , and S. Eswaran . 2015 Irritable bowel syndrome: a clinical review. JAMA 313:949–958.2573473610.1001/jama.2015.0954

[phy213182-bib-0006] Craven, M. , C. E. Egan , S. E. Dowd , S. P. McDonough , B. Dogan , E. Y. Denkers , et al. 2012 Inflammation drives dysbiosis and bacterial invasion in murine models of ileal Crohn's disease. PLoS ONE 7:e41594.2284853810.1371/journal.pone.0041594PMC3404971

[phy213182-bib-0007] Higgins, P. D. R. , and J. F. Johanson . 2004 Epidemiology of constipation in North America: a systematic review. Am. J. Gastroenterol. 99:750–759.1508991110.1111/j.1572-0241.2004.04114.x

[phy213182-bib-0008] Honda, K. , and D. R. Littman . 2012 The microbiome in infectious disease and inflammation. Annu. Rev. Immunol. 30:759–795.2222476410.1146/annurev-immunol-020711-074937PMC4426968

[phy213182-bib-0009] Hurst, N. R. , D. M. Kendig , K. S. Murthy , and J. R. Grider . 2014 The short chain fatty acids, butyrate and propionate, have differential effects on the motility of the guinea pig colon. Neurogastroenterol. Motil. 26:1586–1596.2522361910.1111/nmo.12425PMC4438679

[phy213182-bib-0010] Husebye, E. , P. M. Hellström , F. Sundler , J. Chen , and T. Midtvedt . 2001 Influence of microbial species on small intestinal myoelectric activity and transit in germ‐free rats. Am. J. Physiol. Gastrointest. Liver Physiol. 280:G368–G380.1117161910.1152/ajpgi.2001.280.3.G368

[phy213182-bib-0011] Jeffery, I. B. , P. W. O'Toole , L. Öhman , M. J. Claesson , J. Deane , E. M. M. Quigley , et al. 2012 An irritable bowel syndrome subtype defined by species‐specific alterations in faecal microbiota. Gut 61:997–1006.2218005810.1136/gutjnl-2011-301501

[phy213182-bib-0012] Kamath, P. S. , M. T. Hoepfner , and S. F. Phillips . 1987 Short‐chain fatty acids stimulate motility of the canine ileum. Am. J. Physiol. 253:G427–G433.366170510.1152/ajpgi.1987.253.4.G427

[phy213182-bib-0013] Kashyap, P. C. , A. Marcobal , L. K. Ursell , M. Larauche , H. Duboc , K. A. Earle , et al. 2013 Complex interactions among diet, gastrointestinal transit, and gut microbiota in humanized mice. Gastroenterology 144:967–977.2338008410.1053/j.gastro.2013.01.047PMC3890323

[phy213182-bib-0015] Lyra, A. , T. Rinttilä , J. Nikkilä , L. Krogius‐Kurikka , K. Kajander , E. Malinen , et al. 2009 Diarrhoea‐predominant irritable bowel syndrome distinguishable by 16S rRNA gene phylotype quantification. World J. Gastroenterol. 15:5936–5945.2001445710.3748/wjg.15.5936PMC2795180

[phy213182-bib-0016] Machiels, K. , M. Joossens , J. Sabino , V. De Preter , I. Arijs , V. Eeckhaut , et al. 2014 A decrease of the butyrate‐producing species Roseburia hominis and Faecalibacterium prausnitzii defines dysbiosis in patients with ulcerative colitis. Gut 63:1275–1283.2402128710.1136/gutjnl-2013-304833

[phy213182-bib-0017] Malinen, E. , T. Rinttilä , K. Kajander , J. Mättö , A. Kassinen , L. Krogius , et al. 2005 Analysis of the fecal microbiota of irritable bowel syndrome patients and healthy controls with real‐time PCR. Am. J. Gastroenterol. 100:373–382.1566749510.1111/j.1572-0241.2005.40312.x

[phy213182-bib-0018] Maukonen, J. , R. Satokari , J. Mättö , H. Söderlund , T. Mattila‐Sandholm , and M. Saarela . 2006 Prevalence and temporal stability of selected clostridial groups in irritable bowel syndrome in relation to predominant faecal bacteria. J. Med. Microbiol. 55:625–633.1658565210.1099/jmm.0.46134-0

[phy213182-bib-0019] Muller, P. A. , B. Koscsó , G. M. Rajani , K. Stevanovic , M.‐L. Berres , D. Hashimoto , et al. 2014 Crosstalk between muscularis macrophages and enteric neurons regulates gastrointestinal motility. Cell 158:300–313.2503663010.1016/j.cell.2014.04.050PMC4149228

[phy213182-bib-0020] Nagakura, Y. , Y. Naitoh , T. Kamato , M. Yamano , and K. Miyata . 1996 Compounds possessing 5‐HT3 receptor antagonistic activity inhibit intestinal propulsion in mice. Eur. J. Pharmacol. 311:67–72.888423810.1016/0014-2999(96)00403-7

[phy213182-bib-0022] Parkes, G. C. , N. B. Rayment , B. N. Hudspith , L. Petrovska , M. C. Lomer , J. Brostoff , et al. 2012 Distinct microbial populations exist in the mucosa‐associated microbiota of sub‐groups of irritable bowel syndrome. Neurogastroenterol. Motil. 24:31–39.2207072510.1111/j.1365-2982.2011.01803.x

[phy213182-bib-0023] Pimentel, M. , E. E. Soffer , E. J. Chow , Y. Kong , and H. C. Lin . 2002 Lower frequency of MMC is found in IBS subjects with abnormal lactulose breath test, suggesting bacterial overgrowth. Dig. Dis. Sci. 47:2639–2643.1249827810.1023/a:1021039032413

[phy213182-bib-0024] Quigley, E. M. M. 2011 The enteric microbiota in the pathogenesis and management of constipation. Best Pract. Res. Clin. Gastroenterol. 25:119–126.2138258310.1016/j.bpg.2011.01.003

[phy213182-bib-0025] Renom, G. , P. Bulois , S. Hafraoui , J. F. Colombel , and P. M. Degand . 2001 Simple gas chromatography analysis of faecal butyrate: application to patients at risk of pouchitis. Clin. Chem. Lab. Med. 39:15–19.1125679310.1515/CCLM.2001.005

[phy213182-bib-0026] Ridaura, V. K. , J. J. Faith , F. E. Rey , J. Cheng , A. E. Duncan , A. L. Kau , et al. 2013 Gut microbiota from twins discordant for obesity modulate metabolism in mice. Science 341:1241214.2400939710.1126/science.1241214PMC3829625

[phy213182-bib-0027] Rodolphe Soret, R. , J. Chevalier , P. De Coppet , G. Poupeau , P. Derkinderen , J. P. Segain , et al. 2010 Short‐chain fatty acids regulate the enteric neurons and control gastrointestinal motility in rats. Gastroenterology 138:1772–1782.2015283610.1053/j.gastro.2010.01.053

[phy213182-bib-0028] Suply, E. , P. de Vries , R. Soret , F. Cossais , and M. Neunlist . 2012 Butyrate enemas enhance both cholinergic and nitrergic phenotype of myenteric neurons and neuromuscular transmission in newborn rat colon. Am. J. Physiol. Gastrointest. Liver Physiol. 302:G1373–G1380.2249269210.1152/ajpgi.00338.2011

[phy213182-bib-0029] Vega, A. B. , A. Perelló , L. Martos , I. García Bayo , M. García , V. Andreu , et al. 2015 Breath methane in functional constipation: response to treatment with Ispaghula husk Neurogastroenterol. Motil. 27: 945–953.2595240910.1111/nmo.12568

How the deposited data were processed for this re-analysis (not part of the article)

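RNA from the smooth muscle of the proximal colon of C57Bl/6 mice was measured on 16 Illumina mouse BeadChip arrays in 4 groups of 4. The groups were GF mice, SPF mice, GF mice colonized with cecal contents of control mice, and GF mice colonized with cecal contents of mice with PIC. Arrays were assigned to groups and replicates by the sample labels, and the meaning of the groups was taken from the paper. The SPF replicate labelled 13 was kept under that number. The paper's text does not describe these arrays or a test for them. Its statistics section names a t-test for data that it does not otherwise specify, and that test was run as an alternative.

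The authors deposited, for each probe and array, the mean intensity of its beads on a linear scale, with no background subtracted and no normalization (the lowest value was 91). Beside it they deposited the standard error of that intensity, the count of beads behind it (a median of 37 to 39 per array) and a detection p-value, which compares the probe with the negative controls of its array. The authors also deposited log2 values normalized between arrays for 16029 of the 25697 probes. The submitters' processing notes name limma, with its version not given in the sources used here. The deposited log2 values correlated at 1 with those obtained here, with a largest gap of 0.0251, and their 16029 probes are those detected on at least 1 array. No genome build enters these values.

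The intensities were processed in R 4.3.3 with limma 3.58.1. The neqc function corrected the background by normexp, with control values inferred from the detection p-values, added an offset of 16, applied quantile normalization and took log2. Probes with a detection p-value under 0.05 on at least 4 of 16 arrays were kept, which left 14102. A linear model with a mean for each group was fitted to all 16 arrays (12 residual degrees of freedom), and moderated tests from limma's eBayes were adjusted by Benjamini-Hochberg over all kept probes, with a threshold of 0.05. The comparisons were SPF against GF mice and recipients of PIC against recipients of control microbiota, and, beside these, each recipient group against GF mice and recipients of control microbiota against SPF mice. Fold changes are differences of group means of log2 values, given with their standard error (SE), and intervals are 95% intervals from the same fit.

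Probes were named through the platform's table of 15096 probes, of which 15091 were matched by their Entrez gene identifier to the mouse gene table of assembly GRCm38.p6, used for names only. Of the kept probes, 13321 had 1 gene, 0 had several and 781 were unnamed here. Each of 9862 genes was represented by its probe with the highest mean. For genes with another kept probe whose value differs, that value is given beside it.

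The lists of genes, the rule for named genes, the main fit of each comparison and most alternatives were set before the data were examined. The rule takes, in both main comparisons, the 10 largest changes in each direction among genes that pass and whose groups do not overlap (5 in the other comparisons), or, where none passes, the 3 in each direction with the smallest p. It adds the receptors, channels and the enzyme that the paper or its agents point to (Chrm2, Chrm3, Ffar2, Ffar3, Hcar2, Htr4 and Ache; Cacna1c and Oprm1 were not analysed here), and in each list up to 4 members with the smallest p. The 26 lists, 1 of which is not reported here, cover the contractile apparatus of smooth muscle, muscarinic and calcium signalling, smooth muscle relaxation, interstitial cells of Cajal, enteric neurons, enteric glia, receptors for short-chain fatty acids, serotonin, opioids and bile acids, macrophages, MHC class II, B and plasma cells, T and NK cells, the interferon response, antimicrobial and inflammatory genes, microbial pattern recognition, colonic epithelium, fibroblasts and extracellular matrix, endothelium, adipocytes, mesothelium, pancreatic acinar cells, red blood cells, the circadian clock, immediate early genes, oxidative phosphorylation and proliferation. Lists with at least 4 measured members were tested with camera of limma at a preset correlation of 0.01 between genes, and again with the correlation estimated from the arrays, with Benjamini-Hochberg adjustment over lists. Members without a named kept probe were not analysed here. With genes that have only a bound in 1 group set to that bound, list medians kept their values except those of T and NK cells in SPF against GF mice (0.05), of microbial pattern recognition between recipients (-0.11), of muscarinic and calcium signalling in recipients of control microbiota against GF mice (-0.16) and of enteric neurons in the same recipients against SPF mice (-0.36).

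Alternatives replaced 1 choice at a time. They were the authors' deposited log2 values, no background correction, cyclic loess or median scaling in place of quantile normalization, no filter or a stricter filter on dim probes, a fit of the compared groups alone, the replicate number as a block, a trended and robust variance, array weights, Xist as a covariate, the mean of all probes of a gene, the estimated correlation, the methods' t-test, and leaving out each array in turn. A fit with the mean of the colonic epithelial genes as a covariate, a fit without SPF replicates 2 and 4, and a fit without replicates 4 of both recipient groups were added after the data were seen. Similarity between comparisons with GF mice was set against simulated groups with no effect and against the same values with the GF arrays split between the comparisons.

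The tests of probes and of lists were tried on simulated data with known changes between recipients of PIC and of control microbiota. Genes were simulated independently of each other, so that the trial of the list test does not cover correlated genes (estimated correlation of the contractile list 0.716). With 200 of 14102 probes changed, 31.5% were recovered at a log2 fold change of 0.5, 94% at 1, 97.5% at 1.5 and 100% at 2. The chip that carried each array is not given in the sources used here, and no block for it was fitted.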

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

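In this part, the ratio of epithelial to B cell transcripts, the splits of the recipient arrays, the simulation of the block fit, the fit with epithelial genes as a covariate and the fit without SPF replicates 2 and 4 were tests chosen only after the result was seen. The gene differences below drew attention because they lie in arrays that the paper does not report.

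Between SPF and GF mice, limma called 2813 of 14102 probes, with 1358 without SPF replicate 2, 1861 without SPF replicate 4 and 1519 without GF replicate 2. Only the real split among 35 called as many (1 of 35, the smallest share these splits allow), which argues against chance for the number of calls but cannot exclude it. The highest of the others called 726, which joined GF replicates 1, 2 and 4 with SPF replicate 13. With the epithelial mean of each array as a covariate, the fold changes of the called probes kept a slope of 0.744 on the original ones (0.702 to 0.769 with single arrays left out). The calls fell to 729 (smaller fold changes and larger errors were not separated as the reason). As far as this mean measures the share of epithelium in the dissected tissue, the slope argues against that share as the whole cause. The limit is that these probes were called without the covariate. A mean that measures the share imperfectly also leaves part of its effect in the slope. As part of the cause the share of epithelium stays open. Without the SPF array with high Xist the slope was 0.924, and without SPF replicates 2 and 4 it was 0.751, where the calls fell to 671 with fewer arrays. Both slopes are over probes called with those arrays included, and probes that rest on a single array are rarely called, so that a high slope was likely beforehand. They show that the fold changes of the called probes did not rest on those arrays alone, and they decide no more on sex or on SPF replicates 2 and 4. The presence of microbiota stays open as a hypothesis, as does the composition of the dissected tissue apart from epithelium, neither of which was tested. Sex, and what set SPF replicates 2 and 4 apart, stay open as part of the cause. A difference in how GF and SPF arrays were run was not tested, since the chip of each array is not known here. Their median raw intensities did not overlap (124 to 142 on GF and 144 to 168 on SPF arrays).

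Genes of B and plasma cells had a median log2 fold change of 1.23 in SPF mice, 1.15 in recipients of control microbiota and 1.04 in recipients of PIC microbiota, each over GF mice. The median of the epithelial genes moved the other way, with a ratio to that of the B cell list of -0.195 in SPF mice and of -0.101 and -0.142 in recipients. This argues against a larger share of epithelium. A larger share of the mucosa beneath the epithelium stays open, since these genes do not measure it. A lymphoid follicle in the dissected piece cannot be told apart from plasma cells in the tissue. Markers of B cells before the plasma cell stage moved 0.294 times as much as plasma cell genes in the middle comparison (0.417 in SPF mice, 0.275 in recipients of control microbiota), and of the measured ones Blk was above background on 0 and Fcrla on 1 of the GF arrays. A candidate explanation is that antibody-secreting cells are more frequent in the colonic wall of mice with microbiota, which these arrays cannot test.

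Between recipients of PIC and of control microbiota limma called 0 probes (608 at an unadjusted p under 0.05, and 0 by the methods' t-test after adjustment against 893 at its unadjusted threshold). The splits cannot test a count of 0, which all 35 of 35 reach by construction, and the highest of the others called 4, with replicates 1 and 4 against 2 and 3, which is also the split by Xist. With the replicate number as a block in the 8 recipient arrays the count was again 0 (smallest adjusted p 0.669 from limma), but 936 probes had an unadjusted p under 0.05, where chance gives 705. On simulated data the fit of all 16 arrays recovered 31.5% of probes changed by 0.5 on the log2 scale and 94% of those changed by 1, and the fit of the 8 arrays with the block 37.5% and 99.5%. False calls beside these numbered 1 and 8 in the fit of all arrays and 8 and 11 in the fit with the block. Each simulation took its spread from its own fit, so that the recoveries are not directly comparable. Small differences, and spread between sexes or replicate numbers as what hides them, stay open. The bound of fewer than 10 calls, set beforehand against such spread, took no account of the size of the changes. A fit that misses most changes of 0.5 can call 0 while they are hidden. The rise of the unadjusted count from 608 to 936 cannot be laid to the block. The 936 came from the recipient arrays alone, where the t-test without a block already had 893.

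In recipients of control microbiota 381 probes differed from GF mice, and the only split of 35 with as many calls was the real one (1 of 35, highest other 3), which argues against chance but cannot exclude it. That count was 177, 141 and 210 without GF replicates 1, 3 and 4, and 99, 128 and 133 without replicates 2, 3 and 4 of these recipients. With Xist as a covariate it was 152 and with the replicate block 237, and as all GF arrays had low Xist, sex stays open for part of these calls. In recipients of PIC microbiota 1000 probes differed from GF mice, again with 1 of 35 splits (highest other 0) and with the same limit. It was 658 and 457 without GF replicates 1 and 3, 451, 596 and 535 without replicates 1, 2 and 3 of these recipients, and 540 with Xist as a covariate. Between recipients of control microbiota and SPF mice 2373 probes differed, with 1 of 35 splits (highest other 0) and the same limit there too. It was 1059 without SPF replicate 2, and 1510 and 1382 without replicates 2 and 4 of the recipients.

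Single arrays stood far from the other arrays of their group, measured against the range of that group, in the mean log2 intensity of a list in 6 of 84 groups tested, where chance gives 4.2. Replicate 4 of the recipients of control microbiota had 6.93 for T and NK cells (others 5.76 to 5.95). The same array had 9.53 for the interferon response (others 7.53 to 7.61). Replicate 2 of these recipients had 11.42 for colonic epithelium (others 11.48), a small distance flagged because the others lay close together. The same replicate had 7.79 for the circadian clock (others 7.96 to 7.98). GF replicate 2 had 8.43 for fibroblasts and extracellular matrix (others 9.09 to 9.15) and 6.78 for endothelium (others 7.36 to 7.39).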

How the results depend on the processing

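The fits with the epithelial covariate, without SPF replicates 2 and 4 and without replicates 4 of both recipient groups were chosen only after the result was seen. Values are list medians of log2 fold changes with adjusted p from camera, or probes called by limma, and the cause of a change was not tested unless stated. In SPF against GF mice the lists of B and plasma cells (0.52 to 1.53), MHC class II (0.62 to 1.07), extracellular matrix (0.38 to 0.96), endothelium (0.28 to 0.76), the contractile apparatus (0.24 to 0.79) and oxidative phosphorylation (-0.38 to -0.11) kept direction and call under every alternative except the estimated correlation. That estimate was 0.245 to 0.840 in these lists, against the preset 0.01, and with it none passed. Adjusted p at the preset value thus treat the genes of a list as nearly independent, which these genes were not. Signal over background limits what could be measured, since at most 13942 of 25697 probes were above background on an array and fold changes of dim probes are shrunk.

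With an estimated correlation no list of SPF against GF mice passed, with values as before: contractile apparatus 0.60, muscarinic and calcium signalling 0.26, relaxation 0.50, macrophages 0.50, MHC class II 0.89, B and plasma cells 1.23, extracellular matrix 0.80, endothelium 0.63, immediate early genes -0.34 and oxidative phosphorylation -0.20 (all adjusted p 0.372), epithelium -0.24 (0.382) and neurons 0.43 (0.532). The estimate counts the correlation between genes in the variance of the list. That correlation was not shown to be the only cause. Between recipients the estimate for pattern recognition was 0.0164, near the preset 0.01. Its unadjusted p from camera still went from 0.00539 to 0.0196. Median scaling gave the circadian clock -0.50 (0.0150). The stricter filter gave neurons 0.46 (0.112), the circadian clock -0.88 (0.0329) and immediate early genes -0.33 (0.0913). Immediate early genes had -0.34 in the fit of 2 groups (0.0623) and with the mean of all probes (0.0586). Array weights gave neurons 0.14 (0.309), macrophages 0.28 (0.0551), epithelium -0.12 (0.0968) and the circadian clock -0.69 (0.0215). The epithelial covariate gave muscarinic and calcium signalling 0.17 (0.0716), relaxation 0.29 (0.0906), macrophages 0.20 (0.127), epithelium -0.013 (0.653, as the covariate is its own mean) and the circadian clock -0.73 (0.0135), and reversed neurons to -0.071 (0.653). Without SPF replicates 2 and 4 these were 0.18 (0.0603), 0.27 (0.0603), 0.17 (0.409), -0.070 (0.559) and -0.88 (0.00137), and neurons reversed to -0.056 (0.940).

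Without single arrays, adipocytes ranged from -1.22 (GF 2, 0.0351) to -0.17, the circadian clock from -0.83 (SPF 4, 0.00337) to -0.45, epithelium from -0.34 to -0.11, neurons from 0.19 to 0.58, immediate early genes from -0.42 to -0.26 (GF 4, 0.0755), and muscarinic and calcium signalling from 0.21 to 0.32. Between recipients, interferon genes ranged from -0.45 without PIC replicate 4 (2.86e-04) to 0.43, reversed, without control replicate 4 (9.79e-04), T and NK cells from -0.12 to 0.44 (0.00620), MHC class II from -0.12 to 0.26 (0.0406), pattern recognition from -0.18 (0.0252) to -0.071, and extracellular matrix from -0.18 (0.0197, without PIC replicate 1) to 0.0056. Array weights gave pattern recognition -0.13 and extracellular matrix -0.15 (both 0.0260), and the epithelial covariate gave the latter -0.15 (0.00499). Apart from fits without single arrays, 312 results of tested lists between recipients stayed on their side of the threshold and 3 gained a call. In recipients of control microbiota over GF mice, interferon genes reversed to -0.045 (0.944) without replicates 4 of both recipient groups.

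Calls in SPF against GF mice numbered 696 in the fit of 2 groups, 1773 with array weights, 729 with the epithelial covariate, 671 without SPF replicates 2 and 4, 125 by the methods' t-test after Benjamini-Hochberg, and 1358 to 3484 without single arrays. Fewer arrays enter where groups or arrays are left out. The t-test called 893 at its unadjusted p between recipients, where every other setting called 0. For recipients of control microbiota over GF mice (381) calls were 1194 with array weights, 152 with Xist, 733 with the epithelial covariate, 95 without replicates 4, 2577 and 102 by the t-test before and after adjustment, and 99 to 343 without single arrays. For recipients of PIC microbiota over GF mice (1000) they were 1971 with array weights, 540 with Xist, 1684 with the epithelial covariate, 3225 and 385 by the t-test, and 451 to 963 without single arrays. For recipients of control microbiota over SPF mice (2373) they were 1465 in the fit of 2 groups, 824 with the epithelial covariate, 631 without SPF replicates 2 and 4, 1252 without replicates 4, 3921 and 809 by the t-test, and 1059 to 3024 without single arrays. The mean correlation of 0.25 between fold changes of SPF mice and of recipients of control microbiota, each against its own GF arrays, was 0.445 with shared GF arrays, 0.0454, 0.414 and 0.0737 under other assignments of the GF arrays, and 0.575 over called probes. Apart from fits without single arrays, 1410 results of a named gene in SPF against GF mice stayed on their side of the threshold, 293 lost a call and 9 gained 1.

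The replicate block gave 2975 calls in SPF against GF mice, 0 between recipients, 237 and 747 in recipients of control and PIC microbiota over GF mice, and 2601 over SPF mice, and ended the call of muscarinic and calcium signalling (0.24, 0.0523). The shared numbers showed no pairing of GF and SPF arrays, whose deviations from group means correlated at -0.0862, -0.545 and -0.130 between the same numbers. Those of recipients correlated at 0.0178, 0.0523, 0.177 and 0.357, where replicates 3 and 4 correlated best with their own number and 1 and 2 did not. Replicates 2 and 3 of both recipient groups had high Xist, and replicate 4 of both had high interferon genes. A pairing of the recipients by number thus stays open. The chip as a block was not run, since the chip of each array is not known here.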

Other observations

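Of the tests in this part, the fit without SPF replicates 2 and 4, the epithelial covariate and the overlap of calls between comparisons were chosen only after the result was seen. Genes of B and plasma cells, of MHC class II and, less firmly, of macrophages were higher in the dissected colonic tissue of SPF than of GF mice (n = 4 arrays per group). Of 7 genes of B and plasma cells 6 rose, and none fell, at an adjusted p under 0.05 from limma (6 when adjusted over the list alone), with a median of 1.23 on the log2 scale (adjusted p = 1.20e-06 from camera; adjusted p = 0.372 with an estimated correlation). Pou2af1, a coactivator of B cells, was 6.06-fold higher (SE 0.24 on the log2 scale), and Tnfrsf17, the receptor BCMA of plasma cells, was at least 2.65-fold higher. Of 7 genes of MHC class II 6 rose (7 when adjusted over the list alone), with a median of 0.89 (adjusted p = 8.74e-04 from camera; adjusted p = 0.372 with an estimated correlation), among them H2-Eb1 (log2 fold change 1.04, SE 0.25). Of 13 macrophage genes 5 rose (7 when adjusted over the list alone), with a median of 0.50 (adjusted p = 0.00316 from camera; adjusted p = 0.372 with an estimated correlation), and Cx3cr1, the fractalkine receptor of resident macrophages, was 3.11-fold higher (SE 0.28). The call of the macrophage list ended without SPF replicates 2 and 4 (0.17, adjusted p = 0.409 from camera of limma), with the epithelial covariate (0.20, 0.127) and with array weights (0.28, 0.0551), in a range of 3.57e-04 to 0.409. Of 10 endothelial genes 6 rose (8 when adjusted over the list alone), with a median of 0.63 (adjusted p = 4.63e-04 from camera; adjusted p = 0.372 with an estimated correlation) that was 0.38 without SPF replicates 2 and 4 and 0.28 with the epithelial covariate. SPF replicates 2 and 4 had B and plasma cell means of 7.06 and 7.41, against 6.17 and 6.74 on SPF replicates 1 and 13 and 5.10 to 5.37 on GF arrays, and the call of H2-Eb1 ended without SPF replicates 2 and 4. Of 14 genes of oxidative phosphorylation 4 fell and none rose (4 when adjusted over the list alone), with a median of -0.20 (adjusted p = 2.24e-04 from camera; adjusted p = 0.372 with an estimated correlation). Sdhb, a subunit of succinate dehydrogenase, was 1.69-fold lower (SE 0.09). Of 12 genes of the circadian clock 1 rose and 6 fell (2 and 6 when adjusted over the list alone), and Ciart, a repressor in the clock, was 4.64-fold lower (SE 0.39), with a list median of -0.61 (adjusted p = 0.0720 from camera) that passed without GF replicate 4 (-0.78, 0.0211) or SPF replicate 4 (-0.83, 0.00337), in a range of 0.00137 to 0.382. With single arrays left out, the genes that rose numbered 6 of B and plasma cells each time, 1 to 5 of MHC class II, 1 to 7 of macrophages and 3 to 8 of endothelium, and those that fell 2 to 5 of oxidative phosphorylation and 2 to 6 of the clock, with the lowest of each range without SPF replicate 2 and also without GF replicate 2 (GF replicate 1 for the clock). By the methods' t-test after Benjamini-Hochberg adjustment, of the genes named here only Pou2af1 and Sdhb passed. The time of day of dissection is not given in the sources used here.

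Recipients of control and of PIC microbiota both differed from GF mice in genes of antibody-secreting cells. Mzb1 had log2 fold changes of 3.34 and 3.22 (SE 0.32 in both; adjusted p = 1.81e-04 and 1.59e-04 from limma) and Pou2af1 of 2.29 and 2.24. Tnfrsf17 was at least 3.08-fold and 3.01-fold higher. Of 7 genes of B and plasma cells 4 rose in each group (6 in each when adjusted over the list alone), with adjusted p of 8.19e-09 and 1.82e-07 from camera (adjusted p = 0.128 and adjusted p = 0.288 with an estimated correlation). Slc30a10, a manganese transporter, rose by 2.46 and 2.67 on the log2 scale (SE 0.45 in the first). Of 13 macrophage genes 3 rose in recipients of control and 4 in recipients of PIC microbiota (10 and 5 when adjusted over the list alone), with medians of 0.60 and 0.55 (adjusted p = 1.19e-07 and 5.99e-05 from camera; adjusted p = 0.178 and adjusted p = 0.555 with an estimated correlation). Of 12 immediate early genes 4 and 6 fell (8 and 7 when adjusted over the list alone), with medians of -0.49 and -0.46 (adjusted p = 8.31e-05 and 0.00172 from camera; adjusted p = 0.0963 and adjusted p = 0.287 with an estimated correlation). With single arrays left out, 0 to 4 and 1 to 4 macrophage genes rose (0 in recipients of control microbiota without GF replicate 2 or 3 or without their own replicate 2, 3 or 4, and 1 in recipients of PIC microbiota without GF replicate 3 or their own replicate 1), 1 to 3 and 4 to 5 immediate early genes fell, and 3 to 4 and 4 genes of B and plasma cells rose. Egr1, an immediate early transcription factor, had log2 fold changes of -2.05 in both. Genes of the contractile apparatus had medians of -0.10 and -0.05 (adjusted p = 0.340 and 0.475 from camera), with 0 of 18 past the threshold in both groups. The list passed as lower than in GF mice in recipients of control microbiota with Xist as a covariate (-0.15, 0.0468) and without GF replicate 2 (-0.21, 0.0432), in a range of 0.0432 to 0.812, and in recipients of PIC microbiota with the epithelial covariate (-0.13, 0.0391), in a range of 0.0391 to 0.888. Whether these recipients differed from SPF mice was tested for recipients of control microbiota, in which 13 of 18 contractile genes were lower than in SPF mice (15 when adjusted over the list alone, 6 without SPF replicate 2; median -0.73, adjusted p = 1.52e-07 from camera, adjusted p = 0.486 with an estimated correlation). That median was -0.41 without SPF replicates 2 and 4, which stood apart, and -0.40 with the epithelial covariate, and kept its call under both (adjusted p of at most 0.00138 from camera of limma, in a range of 5.36e-09 to 0.486). The contractile genes did not move alone in this comparison, where the medians were -0.64 for extracellular matrix, -0.46 for endothelium and 0.22 for epithelium. Kcnmb1 had a log2 fold change of -1.53 there, of -1.03 without SPF replicates 2 and 4 and of -0.56 without background correction. With median scaling the median of all probes was -0.10, -0.07 and -0.14 in these 3 comparisons, with 59 higher and 274 lower, 143 higher and 683 lower, and 262 higher and 2870 lower probes, where quantile normalization gave 199 and 182, 487 and 513, and 1165 and 1208.

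Replicate 4 of both recipient groups had high mean log2 intensities of the interferon response genes (9.53 in recipients of control and 9.05 in recipients of PIC microbiota, others 7.40 to 7.83) and of T and NK cells (6.93 and 6.91). In recipients of control microbiota over GF mice the median of 18 interferon genes was 0.47 (adjusted p = 0.0175 from camera; adjusted p = 0.687 with an estimated correlation) and -0.05 without replicate 4 (0.963, in a range of 1.50e-05 to 0.963), with none of the 18 past the threshold. In recipients of PIC microbiota over GF mice it was 0.35 (adjusted p = 0.177 from camera) and -0.08 without their replicate 4, and it passed without their replicate 2 (0.47, 0.0469) or 3 (0.53, 0.0285), with median scaling (0.29, 0.0233) and with Xist as a covariate (0.74, 0.00131), in a range of 0.00131 to 0.950. Between the recipient groups it was -0.14 (adjusted p = 0.651 from camera), -0.45 without replicate 4 of recipients of PIC microbiota (2.86e-04) and, reversed, 0.43 without replicate 4 of recipients of control microbiota (9.79e-04), in a range of 2.86e-04 to 0.982. The lists of T and NK cells had medians of 0.57 and 0.75 in recipients over GF mice (adjusted p = 0.0163 and 0.00945 from camera; adjusted p = 0.553 and adjusted p = 0.555 with an estimated correlation) and 0.24 and 0.43 without replicate 4 of each group (0.203 and 0.0944), with calls that also ended without GF replicate 2 (0.0711 and 0.0726), in ranges of 1.20e-04 to 0.553 and 2.39e-04 to 0.555. Xist had log2 values over 6 on SPF replicate 4 and on replicates 2 and 3 of both recipient groups, so that groups were mixed in sex while all GF arrays had low Xist.

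The remaining lists in SPF against GF mice had few or no calls. Of 12 immediate early genes 1 rose and 4 fell (1 and 7 when adjusted over the list alone), with Fos 2.13-fold lower (SE 0.24 on the log2 scale), and the list median of -0.34 (adjusted p = 0.0388 from camera; adjusted p = 0.372 with an estimated correlation) lost its call without GF replicate 4 (0.0755), SPF replicate 1 (0.109) or SPF replicate 4 (0.0728), in a range of 0.00863 to 0.372. Of 9 receptors for short-chain fatty acids, serotonin, opioids and bile acids 1 rose and 1 fell, with a median of 0.16, and Ffar2 and Htr4 had log2 fold changes of 0.53 (SE 0.34) and 0.05. Of 12 antimicrobial and inflammatory genes 1 fell, and of 13 of microbial pattern recognition 2 rose, with medians of -0.05 and 0.03. With single arrays left out, 0 to 3 antimicrobial genes fell, 0 to 3 genes of pattern recognition rose, and 0 to 1 of the receptors rose and 0 to 1 fell. No gene passed among 7 of T and NK cells (median 0.13), 18 of the interferon response (median 0.07, mean -0.05), 6 of adipocytes (median -0.54; -1.22 with an adjusted p of 0.0351 from camera without GF replicate 2, in a range of 0.0351 to 0.657) and 9 of proliferation (median -0.14). Lists with fewer than 4 measured genes were not tested and had medians of 0.85 for mesothelium, 0.08 for enteric glia, 0.27 for pancreatic acinar cells and -0.08 for red blood cells. Of the mesothelial genes 1 rose (0 to 2 with single arrays left out). Their mean log2 intensity was 6.85 and 7.19 on SPF replicates 2 and 4, 6.11 and 5.53 on SPF replicates 1 and 13, and 5.08 to 6.31 on GF arrays. Between the recipient groups no list was called. The lowest adjusted p was 0.113 from camera for microbial pattern recognition (median -0.14), which passed without replicate 3 of recipients of control microbiota (-0.15, 0.0491), replicate 1 (-0.12, 0.0197) or replicate 4 (-0.18, 0.0252) of recipients of PIC microbiota, in a range of 0.0197 to 0.590.

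Fold changes of both recipient groups and of SPF mice against GF mice were compared as a test of whether colonization moved transcripts toward SPF mice. With the GF arrays divided between the comparisons, fold changes across 14102 probes, which are not independent replicates, correlated with those of SPF mice at a mean of 0.25 in recipients of control microbiota (0.0454 to 0.414 over the divisions) and of 0.23 in recipients of PIC microbiota (0.0432 to 0.382). With shared GF arrays the values were 0.445 and 0.404, where simulated groups with no effect gave a mean of 0.521 (-0.327 to 0.948), so that the correlation alone shows no shared effect. The covariance with shared GF arrays was 0.0473 in recipients of control microbiota, the simulated one 0.0204 (-0.00888 to 0.0979) and that with divided GF arrays 0.0294. Recipients of control and PIC microbiota shared 168 probes higher and 139 lower than in GF mice, where independent lists would share 6.87 and 6.62. Simulated groups with no effect called a median of 0 probes, so that their overlap, at most 1, tells nothing about the shared GF arrays. Recipients of control microbiota shared 93 higher and 110 lower probes with SPF mice (19.7 and 18.3 for independent lists), and recipients of PIC microbiota 159 and 244 (48.3 and 51.5). With GF arrays divided, the fit of SPF mice called 1 to 4 probes and shared 0 or 1, too few to test the overlap. As the comparisons share their GF arrays, more overlap than that of independent lists is likely even without a shared effect. How much of the overlap this accounts for stays open.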
